# Genomic Analyses Reveal Broad Impact of miR-137 on Genes Associated with Malignant Transformation and Neuronal Differentiation in Glioblastoma Cells

**DOI:** 10.1371/journal.pone.0085591

**Published:** 2014-01-22

**Authors:** Saleh Tamim, Dat T. Vo, Philip J. Uren, Mei Qiao, Eckart Bindewald, Wojciech K. Kasprzak, Bruce A. Shapiro, Helder I. Nakaya, Suzanne C. Burns, Patricia R. Araujo, Ichiro Nakano, Agnes J. Radek, Scott Kuersten, Andrew D. Smith, Luiz O. F. Penalva

## Abstract

miR-137 plays critical roles in the nervous system and tumor development; an increase in its expression is required for neuronal differentiation while its reduction is implicated in gliomagenesis. To evaluate the potential of miR-137 in glioblastoma therapy, we conducted genome-wide target mapping in glioblastoma cells by measuring the level of association between PABP and mRNAs in cells transfected with miR-137 mimics vs. controls via RIPSeq. Impact on mRNA levels was also measured by RNASeq. By combining the results of both experimental approaches, 1468 genes were found to be negatively impacted by miR-137 – among them, 595 (40%) contain miR-137 predicted sites. The most relevant targets include oncogenic proteins and key players in neurogenesis like c-KIT, YBX1, AKT2, CDC42, CDK6 and TGFβ2. Interestingly, we observed that several identified miR-137 targets are also predicted to be regulated by miR-124, miR-128 and miR-7, which are equally implicated in neuronal differentiation and gliomagenesis. We suggest that the concomitant increase of these four miRNAs in neuronal stem cells or their repression in tumor cells could produce a robust regulatory effect with major consequences to neuronal differentiation and tumorigenesis.

## Introduction

miRNAs (microRNAs) have been shown to be critical players in the nervous system and are implicated in multiple processes including neurogenesis, as well as neurological disorders, neurodegenerative diseases and brain tumors. In the context of glioblastomas, miRNA signatures were used to re-classify tumors and assess prognosis [1] and to build networks to define novel oncogenic pathways [2], [3]. A small group of miRNAs that includes miR-7, miR-124, miR-128 and miR-137 has been shown by numerous studies to be present at the interesting intersection between neurogenesis and brain tumor development. More specifically, an increase in their expression seems to be required for neuronal differentiation while their down regulation is frequently observed in gliomas and associated with disease progression [4]–[6]. We focused our study on miR-137 since it is the most well-characterized amongst the four above cited miRNAs in neurogenesis and tumorigenesis, being also an important tumor suppressor miRNA in other malignancies.

The expression of miR-137 was observed to be dramatically up-regulated during differentiation of A94 neuronal stem cells (NSC) [7] and mouse embryonic stem cells (mESCs) [8] and its levels of expression were determined to be significantly higher in isolated primary neurons compared with aNSCs [7] and in differentiated vs. undifferentiated neuroblastoma cells [9]. miR-137 affects neuronal dendritic development [7] and *in utero* electroporation of miR-137 in mouse embryonic brains produced premature differentiation [10]. Similarly, transfection of miR-137 in mouse neural stem cells (mNSCs) produced a five-fold increase in the number of differentiated cells once growth factors were removed from the media [6].

With regard to tumorigenesis, differential expression of miR-137 was not only observed in comparisons between normal brain and tumor tissue but also in low vs. high grade glioma, suggesting that low miR-137 could be related to poor prognosis [6], [11]. In addition, miR-137 expression was found to be significantly down-regulated in a cohort of 35 oligodendroglial tumors compared with normal brains. Lower miR-137 expression was associated with both shorter progression-free and overall survival [12]. Transfection of miR-137 mimics in glioma cells decreased proliferation, invasion and anchorage-independent-growth, produced cell cycle arrest in G_0_/G_1_ phase and affected their growth as xenografts [6], [11], [12]. Other studies have found that miR-137 inhibits the stemness of glioma stem cells by targeting RTVP-1 [13].

The participation of miR-137 in tumorigenesis is not restricted to glioblastoma; miR-137 has been extensively studied in colon cancer where its expression is inhibited via promoter hypermethylation. Similar to what has been observed in glioblastoma cells, restoration of miR-137 reduced cell proliferation of colon cancer lines HCT116 and RKO [14]. Regulation of miR-137 expression via promoter hypermethylation is perhaps a common mechanism as it was also established in oral cancer, gastric cancer and squamous cell carcinoma of head and neck [15]–[18]. Uveal melanoma is another tumor type affected by miR-137 where its expression is lower in uveal melanoma cell lines when compared to uveal melanocytes. Ectopic expression of miR-137 in melanoma cells induced G_1_ cell cycle arrest and a decrease in cell growth [19]. A connection between miR-137 and breast cancer has been suggested based on its regulation of orphan nuclear receptor ERRα, a prognostic factor of poor clinical outcome. Down-regulation of ERRα mediated by miR-137 impaired proliferative and migratory capacity of breast cancer cells [20]. In addition, ectopic expression of miR-137 in lung cancer cells induced G_1_ cell cycle arrest and decreased cell growth *in vivo* and *in vitro* [21]. Clearly, miR-137 is an important player in a diverse set of cancer systems and further understanding of its mechanism of action and its mRNA targets are warranted.

Several miR-137 targets have been identified in the context of the neuronal system including lysine-specific demethylase (LSD1) [10], RTVP-1 [13], KDM1A [22], Mind Bomb-1 (Mib1) [7], COX-2 [11], the histone methyltransferase Ezh2 [23], the cell cycle regulator CDK6 [6], the oncogenic RNA binding protein Musashi1 (Msi1) [9], CSE1 chromosome segregation 1-like (CSE1L) [12] and Jarid1b, a histone H3 Lys4 demethylase [8]. However, determining the genome-wide impact miR-137 transfection would have on glioblastoma cells is a mandatory step to establish its potential as a therapeutic agent. We have conducted genomic analyses in glioblastoma cells including the usage of a novel approach inspired by the recently described mechanism of miRNA action via PABP (poly A binding protein) and the poly A tail [24], [25]. Our results led to the identification of 595 targets of miR-137, comprising important oncogenic proteins such as c-KIT, AKT2, YBX1, CD24, CDC42 and TGFβ2. We also determined that miR-137 potentially shares a large portion of its targets with miR-7, miR-124 and miR-128, indicating that their absence as a group in neuronal cells could constitute an important contribution to gliomagenesis.

## Materials and Methods

### Cell growth and transfection

U251 and U343 glioblastoma cells (ATCC) were grown in DMEM medium with 10% FBS. Mir-137 mimic or NC mimic (Qiagen) were transfected into cells in 10 cm dishes using Lipofectamine RNAiMax reagent (Invitrogen) by reverse transfection according to the manufacturer's instructions; transfection complexes were prepared and added directly to the cell at a final concentration of 25 nM. Cells were harvested after 48 hours. Transfection efficiency was determined by qRT-PCR. The cDNA synthesis and qRT-PCR were done by using Taqman small RNA assays kit (Life Technologies).

### Cell proliferation assay

U251 cells (750cell/well) were transfected with miRNA mimics at 25 nM and grown in a 96-well Essen ImageLock cell culture plate (Essen BioScience). Percentage confluence was monitored using the high definition automated imaging system from IncuCyte (Essen BioScience) following the manufacturer's direction. The experiments were performed in quadruplicate. The data was analyzed using analysis of variance and displayed as mean ± standard deviation.

### Caspase-3/-7 apoptosis assay

U251 cells were reverse transfected with miRNA mimics at 25 nM and grown in 96 well plates (1500cells/well). After incubation for 90 and 120 hours, apoptosis was assessed using Caspase-Glo 3/7 assay kit from Promega according to the manufactuer's protocol. Luminescence was measured with the Molecular Devices SpectraMax M5 microplate reader (Molecular Devices). The data was analyzed using the Student's *t*-test and displayed as mean ± standard deviation.

### Cell migration assay

To study cell migration *in vitro*, we used the *in vitro* scratch assay. U251 cells were grown in a 96-well Essen ImageLock cell culture plate (Essen BioScience) in a standard CO_2_ incubator. The cells were transfected at a low density with miRNA mimics for a period of 48 hours, to approximately 100% confluency. The floor of the wells was left uncoated. The 96-pin WoundMaker (Essen BioScience) was used to create precise and reproducible wounds in the 96-well plate. Assay plates were then equilibrated for 15 minutes within the Essen IncuCyte automated microscope system (Essen BioScience) before the first scan. The software was set to scan every 15 minutes for 4 days. The data was analyzed by using the Relative Wound Density integrated metric. At the end of the experiment, the data was inspected using analysis of variance and displayed as mean ± standard deviation.

### RNASeq and RIPSeq experiments

RIP experiments were performed according to established protocols [26], [27]. Briefly, cell extracts were prepared from U251 and U343 transfected cells (miR-137 and control mimics) in polysomal lysis buffer, diluted in NT2 buffer and incubated for 3 hours with protein A-sepharose 4Fast flow from GE (Cat.17-5280-01) conjugated with a mix of PABP antibodies (anti-PABP I and anti-iPABP produced in Jack Keene's lab). Beads were washed in NT2 buffer five times and subsequently digested with Proteinase K. RNA was extracted with phenol-chloroform, precipitated with isopropanol and kept at −80°C until usage.

Total RNA was purified from control and miR-137 transfected cells with Trizol (Life Technologies). Total RNA and RIP samples were depleted of 28S, 18S, 5.8S and 5S rRNA using RiboZero rRNA removal kit from Epicentre as per manufacters instructions. The rRNA depleted samples from U251 cells (16 µl) were then mixed with 1 µL random hexamers (500 ng) and 1 µL 10X MMLV Buffer (Epicentre), heated to 65°C for 2 minutes and placed on ice. To this mixture was added 2.5 mM DTT, 0.5 mM dNTPs, 40 units of Riboguard (Epicentre) and 50 units of EpiScript RT (Epicentre). First strand cDNA was then synthesized by incubation for 10 minutes at 25°C, 30 minutes at 42°C and 15 minutes at 70°C, then held at 4°C in a thermocycler with a heated lid. Second strand cDNA was synthesized by addition of 30 mM Tris pH 7.5, 5 mM MgCl_2_, 5 mM DTT, 0.3 mM each dNTP, 2.5 units of E. coli RNase H (Epicentre) and 20 units of E. coli DNA polymerase I (Epicentre). The mixtures were then incubated for one hour at 16°C, followed by 15 minutes at 80°C. The reactions were then purified using Zymo DNA Clean kit and the samples were eluted with 16 µL of nuclease-free water. The double-stranded cDNA was then fragmented and tagged using the Nextera DNA library kit from Epicentre as per the protocol supplied by the manufacturer and PCR amplified for 9 cycles. The samples were purified using Zymo DNA Clean kit and quantitated by using a bioanalyzer and Qubit methods, then sequenced on an Illumina GAIIx instrument for 36 cycles. After Ribo-Zero treating the RNA samples from the U343 cells, 50 ng were converted into double-stranded cDNA using the TotalScript cDNA kit (Epicentre, cat. #TSCD12924) as per the supplied protocol and purified using the Zymo DNA Clean and Concentrator kit. The cDNA was then tagmented and amplified using the Nextera DNA sample prep kit (Illumina, #FC-121-1031) and purified using the Zymo DNA clean kit. The samples were quantitated by bioanalyzer and Qubit methods, then sequenced on an Illumina GAIIx instrument for 36 cycles.

### Analysis of RNASeq and RIPSeq data

Sequencing data was aligned to hg18 using RMAP [28] and counted to a transcriptomic reference created from RefSeq by collapsing isoforms and producing one super-transcript per gene. To identify transcripts that are significantly down-regulated upon transfection of the miR-137 mimic, we constructed a two-by-two contingency table counting the number of reads (1) mapped to the transcript in the control, (2) mapped to other transcripts in the control, (3) mapped to the transcript in the miR-137 transfection and (4) mapped to other transcripts in the miR-137 transfection. We then applied Fisher's exact test to each of these tables (21,698 tables in total). We correct the resultant *p*-values for multiple hypothesis testing using the method of Benjamini and Hochberg [29], and retain each transcript that has an odds ratio of greater than 2× down-regulation with a corrected *p*-value smaller than 0.001. We repeat this process for each pairwise comparison of control and transfection (four in total), then retain only those transcripts which are identified in all four comparisons to arrive at a final high-confidence target set. The process is identical for both the Total-RNA and IP samples, and in both the U251 and U343 cells.

To ensure the highest specificity for the data analysis, we required that each target is supported in all replicates. In our analysis, we have an additional replicate for the U251 experiments, making the U251 dataset more stringent. Additionally, the sequencing depth for the U343 dataset was greater by approximately 20%, and the mapping rates were higher. These attributes ensured a higher statistical power to confidently identify more mRNA targets.

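The depth was taken from the deposited counts, which give the number of reads on each gene before any normalization. Over the 8 libraries of each cell line, the median was 20291927.5 counted reads per library in U251 and 41220756 in U343, a ratio of 2.03. With the sums of the 8 libraries, 160611771 and 332676114 counted reads, the ratio was 2.07. Each of the U343 libraries held more counted reads than any of the U251 libraries. Reads that did not map to a gene are not in these counts, so they give no mapping rate.

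**Figure D1:**
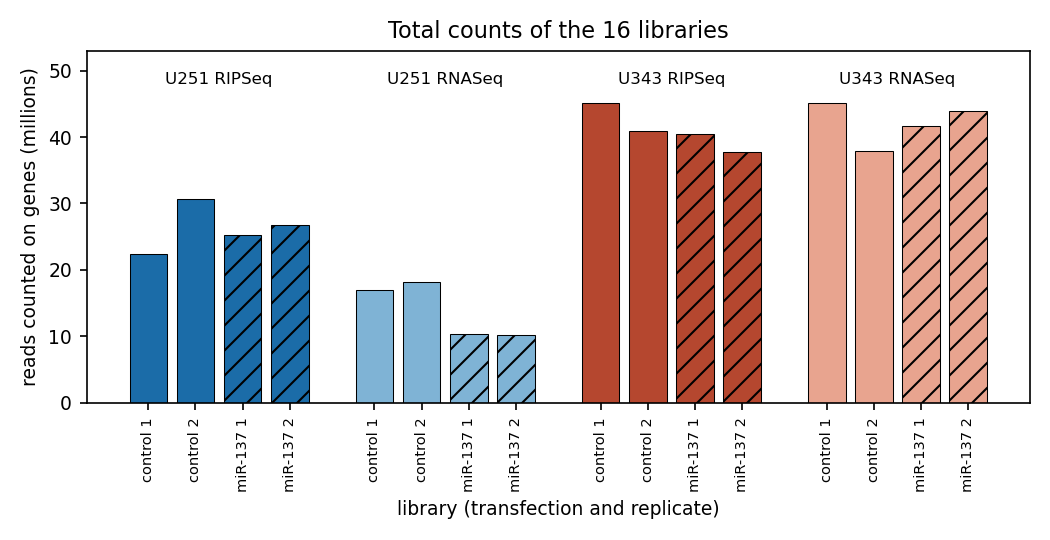
Reads counted on genes (y axis) in each of the 16 libraries, by cell line, assay and transfection (x axis); each bar is 1 library. The 8 U343 libraries, with a median of 41220756 reads, all stand above the 8 U251 libraries.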

Sequence data has been deposited to Gene Expression Omnibus (GEO) [Accession Number: GSE53220].

### Analysis of miR-137 target genes

We obtained lists of genes containing miR-137 predicted sites according to predictions by TargetScan (2743 targets), miRanda (3258 targets) or PicTar (850 targets); in the case of TargetScan, both conserved and non-conserved predicted targets were considered. To determine if the experimental gene sets contain an enriched number of miR-137 predictions, we performed a hypergeometric test with each prediction tool; only genes expressed in U251 or U343 cells were used as background respectively.

### Western blot

miR-137, -124, -128, -7 mimic or control miRNA mimic were transfected into both U251 and U343 using Lipofectamine RNAiMax reagent (Invitrogen) by reverse transfection according to the manufacturer's instructions. After collection of cells for analysis, they were resuspended and sonicated in Laemmli sample buffer. A 12% and 8% SDS-PAGE gel with a 4% stacking gel was run in Tris-glycine-SDS buffer. A wet transfer procedure was carried out onto nitrocellulose membrane. After transfer, the membrane was blocked in TBS with Tween-20 and 5% milk. The different membranes were probed with mouse monoclonal anti-Neurofilament-L (Cell Signaling), mouse monoclonal anti-c-Kit (cell signaling), Rabbit polyclonal anti-YB1 (Cell Signaling), mouse monoclonal anti-Cdc42 (Santa Cruz), mouse monoclonal anti-α-tubulin (Sigma) mouse monoclonal anti-CDK6 (Cell Signaling), rabbit polyclonal anti-MIB-1 (Cell Signaling), and rabbit polyclonal anti-PARP1 (Cell Signaling). HRP-conjugated goat anti-rabbit antibody (Santa Cruz biotechnology) was used as a secondary antibody for YB1, and HRP-conjugated goat anti-mouse antibody (Zymed laboratories) were used as a secondary antibody for neurofilament-L, c-Kit, CDC-42 and α-tubulin. All the proteins were detected by using Immobilon Western chemiluminescent HRP substrate (Millipore). To evaluate Akt pathway activation, U251 cell were serum starved for 16 hours, 24 hours post-transfection and probed with anti-Akt and anti-pAkt antibodies (Cell Signaling). For PARP cleavage Western blots, 25 µM of etoposide was used as a positive control for inducing apoptosis.

All Western blots were analyzed for band intensity using ImageJ software (National Institutes of Health). The data was analyzed using arbitrary band intensity generated by ImageJ, and relative band intensity was calculated by dividing the arbitrary intensity for the target protein by the arbitrary band intensity for the endogenous control. Then, all of the data was normalized to the control experiment within each Western blot to a value of 1. All experiments were performed in triplicate. Data is shown as mean ± standard deviation. * denotes P≤0.05, ** denotes P≤0.01, and *** denotes P≤0.001.

### Quantitative reverse transcription and polymerase chain reaction

Total RNA was extracted using the TRIzol reagent (Invitrogen). Briefly, TRIzol was added to the cells for lysis and dissociation of any RNA:protein complexes. Chloroform was added for phase separation. Total RNA, located in the aqueous phase, was precipitated using isopropyl alcohol. After centrifugation, the RNA pellet was washed in 75% ethanol and resuspended in nuclease-free water.

Reverse transcription of messenger RNAs was performed using the High Capacity cDNA Reverse Transcription kit (Applied Biosystems) with random priming. For mRNA analysis, quantitative PCR was performed using Gene Expression Assays and TaqMan Gene Expression Master Mix (Applied Biosystems). Real-time PCRs were performed on a 7500 Real Time PCR System (Applied Biosystems). Data was acquired using the SDS 2.0.1 software package (Applied Biosystems), and analyzed using the 2^−ΔΔCt^ method using β-actin as an endogenous control.

### Luciferase assay

HeLa Cells were co-transfected using DharmaFECT Duo (Thermo Scientific) with 50 ng of dual luciferase reporter 3′UTR clones and 10 nM either miR-137 or control mimics. To test miR-137 sites, identified seed sequences were deleted from 3′ UTR constructs. Luciferase activity was measured 48 hr after transfection using Dual-Glo luciferase assay system (Promega). The experiments were performed in triplicate. Data was analyzed using GraphPad Prism 5 (GraphPad Software, Inc.). Data is shown as mean ± standard deviation. * denotes P≤0.05, ** denotes P≤0.01, and *** denotes P≤0.001.

### Overlap between targets of miR-137 and other miRNAs

Lists of miR-7, miR-124, and miR-128 predicted targets were generated with TargetScan (conserved and non-conserved) [30], miRanda [31], and PicTar [32]. Results were compiled and compared to the miR-137 targets identified in the RNASeq and RIPSeq experiments to determine how many putative targets are shared between miR-137 and the other three miRNAs. A hypergeometric test was used to evaluate the significance of the overlap between miR-137 and other miRNA targets.

### Bioinformatics analyses

DAVID [33], [34] was used for GO enrichment analysis. Ingenuity Pathway Analysis (http://www.ingenuity.com) was used to build a biological network based on gene-gene interactions contained in its database.

### TCGA Sample analysis

We analyzed 261 TCGA samples; sample IDs were taken from Kim et al. supplementary material [1]. Each sample was assigned to a GBM type, as defined by Kim et al. (either astrocytic, neural, neuromesenchymal, oligonueral or radial glial) [1]. Gene expression z-scores for the 595 miR137 target genes relative to normal tissue were downloaded from cBioPortal, as were z-scores for miR137 in each of the 261 samples [35], [36]. We considered miR137 to be up-regulated if its z-score relative to normal tissue was greater than 0, and down-regulated if less than 0. We determined whether a significant proportion of samples showed down-regulation using the binomial test. Our purpose here was not to test whether any individual change was significant, but rather whether a significant number of changes showed a directional bias.

## Results

### miR-137 impacts cell proliferation, apoptosis and migration

miR-137 has been established as a tumor suppressor miRNA in glioblastoma and its ectopic expression has been shown to affect multiple cancer relevant processes [6], [11]. We performed cell-based assays to further examine the impact of miR-137 in glioblastoma cells. First, a non-labeled cell proliferation assay with the aid of the IncuCyte automated microscope system revealed that cell proliferation is inhibited upon transfection with miR-137, as compared to cells transfected with the control miRNA mimic (p<0.001) (**Figure 1A**). Next, we inquired whether or not miR-137 also affected apoptosis, or programmed cell death. miR-137 transfection resulted in increased caspase-3/-7 activity compared to cells transfected with the control miRNA mimic (p<0.001) (**Figure 1B**). We then followed up with a western blot to assay for poly-ADP ribose polymerase (PARP) cleavage, an end-proteolytic event that occurs in apoptosis. We utilized 25 µM of etoposide to elicit apoptosis as a positive control. We found that miR-137 transfection resulted in an increased percentage of cleaved PARP (p<0.01) (**Figure 1C**); corroborating miR-137 role in apoptosis. Another important characteristic of cancer cells is the ability to migrate, a fact that is clinically relevant in glioblastoma as many patients present secondary tumors that cross the midline. A cell migration assay with the aid of the IncuCyte established that glioblastoma cells exhibited decreased ability to migrate when cells were transfected with miR-137 as compared to cells transfected with the control miRNA mimics (p<0.001) (**Figure 1D**).

**Figure 1:**
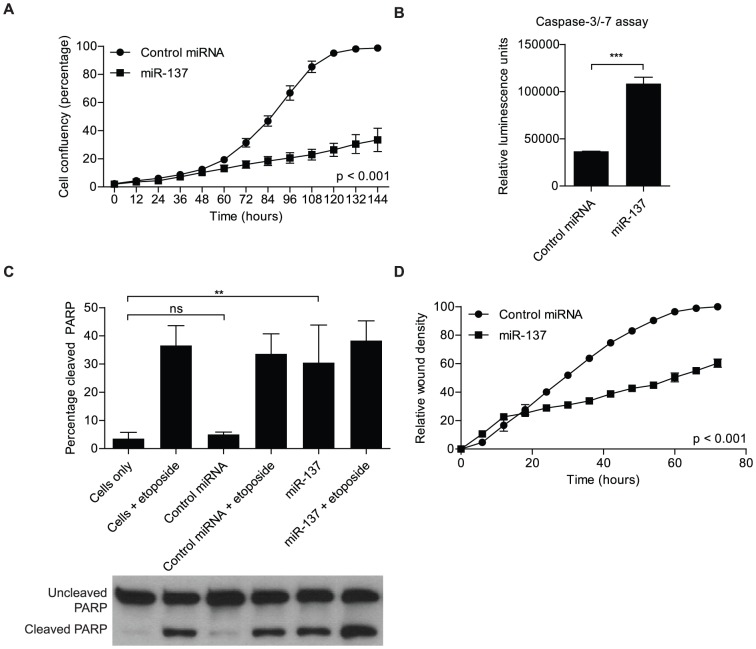
Impact of miR-137 mimics transfection on cancer relevant processes. **A**) miR-137 transfection into U251 glioblastoma cells inhibits cell proliferation (p<0.001, multiple comparison tests between groups). U251 cells were transfected with miR-137 or control miRNA and plated at a low density (500 cells per well). Cell proliferation was monitored using the Essen Bioscience IncuCyte automated microscope system and read out as percentage confluence. The experiment was monitored over a course of 6 days. The data was analyzed using analysis of variance, and the data is presented as the mean ± standard deviation. **B**) miR-137 transfection into U251 glioblastoma results in increased apoptosis, measured by caspase-3/-7 luminescent assay. Caspase-3/-7 activity, an indicator of apoptosis induction, increased after miR-137 transfection, as compared to the control miRNA transfection. Data was analyzed with Student's *t*-test and is presented as the mean ± standard deviation. *** indicates p≤0.001. **C**) miR-137 transfection into U251 glioblastoma cells results in increased apoptosis, measured by Western blot of poly(ADP) ribose polymerase (PARP) cleavage. PARP cleavage, an end event of apoptosis, increased after miR-137 transfection, as compared to the control miRNA transfection. Etoposide (25 µM) was used as an inducer of apoptosis. Data was analyzed with Student's *t*-test and is presented as the mean ± standard deviation. ** indicates p≤0.01. α-tubulin was included as an endogenous loading control. **D**) miR-137 transfection into glioblastoma cells results in decreased ability to migration (p<0.001, multiple comparison tests between groups). U251 glioblastoma cells were transfected with miR-137 or control miRNA. An *in vitro* scratch assay was used to measure the ability for cell migration. The assay was monitored using Essen Bioscience IncuCyte automated microscope system. The data was analyzed using analysis of variance, and the data is presented as the mean ± standard deviation.

### A dual genomic approach evaluates the impact of miR-137 in glioblastoma cells

A required step to determine the potential of using miR-137 mimics as a therapeutic approach to impair glioblastoma growth is to determine its genome-wide impact. Two distinct genomic approaches were used to map the effect of miR-137 in glioblastoma cells. 

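U251 glioblastoma cells were transfected with miR-137 mimics or with control mimics at 25 nM, and RNA was collected after 48 hours. Total RNA of each transfection gave 2 libraries, made after depletion of ribosomal RNA with random-hexamer priming and the Nextera kit. The authors aligned the reads to hg18 with RMAP and counted them on a reference in which the isoforms of each RefSeq gene were merged into a super-transcript. The deposited values are these read counts, with no normalization. The control libraries held 16886287 and 18224061 reads on 20314 genes, with a median of 17555174. In the miR-137 libraries the totals were 10260834 and 10156675, with a median of 10208754.5, so the controls were 1.72 times as deep. The counts were first analysed with the rule given in the methods. In each of the 4 pairs of a control and a miR-137 library, a two-sided Fisher's exact test compared the reads of a gene with those of all other genes, and p-values were adjusted over all genes by the Benjamini-Hochberg method. A gene was called lower when its odds ratio was over 2 and its adjusted p under 0.001 in all 4 pairs. The mirrored rule called genes that rose. Such a test compares the reads of libraries and takes no account of the spread between replicates. The same libraries were therefore also compared with edgeR's quasi-likelihood test after TMM normalization, for the 13052 genes that passed edgeR's filter on low counts, with an adjusted p under 0.05 as the threshold. Levels of single genes are the CPM values of edgeR, in which library totals are scaled by the TMM factors, given as the mean ± SD of 2 libraries, and the standard error of a log2 fold change was taken from the statistic of the edgeR test. Reads amplified by PCR without molecular identifiers are not independent molecules, so counting intervals and floors cover counting error only. Between the 2 control libraries, the mean chi-square per gene was 11.3, where counting error alone gives 1, and it was 10.3 between the 2 miR-137 libraries. By the odds ratio and adjusted p of the rule, 67 genes were lower and 0 higher in the second control than in the first.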

First, RNASeq was employed to determine changes at the mRNA level triggered by transfection of miR-137 mimics. In a second approach, we used RIPSeq to identify which mRNA species change their level of association with Poly A binding protein (PABP) upon miR-137 transfection. More specifically, mRNAs associated with PABP were immuno-precipitated and the differences in the profile of control vs. miR-137 transfected cells were assessed by next-generation sequencing – **Figure S1**. 

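For RIPSeq, RNA bound to the poly(A) binding protein PABP was recovered from U251 cells with antibodies after either transfection, and 2 libraries per transfection were made and counted in the same way as for RNASeq. The control libraries held 22359794 and 30731476 counted reads, with a median of 26545635, and the miR-137 libraries 25286819 and 26705825, with a median of 25996322. The edgeR filter left 14087 genes. The 2 control libraries differed from each other far more than counting error allows, with a mean chi-square of 216 per gene against 2.46 between the 2 miR-137 libraries. Among genes with at least 1 CPM, the median absolute log2 ratio was 0.64 between the controls and 0.07 between the miR-137 libraries. By the odds ratio and adjusted p of the rule, 2341 genes were lower and 1820 higher in the second control than in the first, while 0 genes differed between the miR-137 libraries. Changes in U251 RIPSeq are therefore limited by the spread of the 2 controls, and the values without each of them are given where they matter.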

The idea behind this strategy is that PABP displays key functions in miRNA activity as recently described by Moretti et al. [24], and therefore, can act as a reporter of miRNA targeting. According to this model, mRISC ultimately disrupts the PABP-polyA interaction in target mRNAs. We expected miR-137 to disrupt the interaction between PABP and its target mRNAs, decreasing the levels of immuno-precipitated mRNAs; the read-out would be a reduction in the number of sequence reads for the target mRNAs.

The two approaches combined identified in U251 cells a total of 647 mRNAs down-regulated by transfection of miR-137 mimics; 95 mRNAs were identified by both RIPSeq and RNASeq methods – **Figure 2A**. 

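In U251 RIPSeq, 302 genes met the rule, with a median log2 fold change of -1.76, and in U251 RNASeq 448 genes met it, with a median of -1.78. Of these genes, 294 and 439 are marked for the same approach in Table S1. The calls of either approach came to 650 genes and those of both to 100. The mirrored rule called 704 genes higher in RIPSeq and 1248 in RNASeq. Of the other thresholds and scalings, an odds ratio over 1.5 in place of 2 moved the combined counts most, to 1477 genes by either approach and 292 by both. When library totals were scaled by TMM factors, the RNASeq counts changed to 879 genes lower and 717 higher. The RIPSeq count rests on the controls, since without control replicate 2 the rule called 1372 genes lower and 2299 higher, and without control replicate 1 it called 631 lower and 1359 higher. Leaving out RIPSeq control replicate 2 raised the calls by either approach to 1696, and leaving out RIPSeq control replicate 1 raised those by both to 229. Setting the change against the spread between replicates, edgeR called 37 genes lower and 133 higher in RIPSeq, and 3780 lower and 3749 higher in RNASeq. At an unadjusted p under 0.05 in edgeR there were 2828 genes in RIPSeq and 8120 in RNASeq. All 448 RNASeq genes lower by the rule were also lower in edgeR, against 37 of the 302 RIPSeq genes. DESeq2 called 534 genes lower and 589 higher in RIPSeq, and with upper-quartile normalization edgeR called 3001 genes lower and 4588 higher in RNASeq.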

Decreased mRNA binding to PABP, which is identified using RIPSeq, indicates regulation by miR-137, as compared to the control transfection. 

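Among the genes past the edgeR threshold in U251 RIPSeq with the same direction in all 4 pairs and at least 50 reads on average in the group where they were higher, NT5DC2, SLC43A2 and CTSF had the largest falls. NT5DC2 lies on chromosome 3 of hg18 from 52533425 to 52544133 and overlaps STAB1 by 127 bases, so some of its reads may belong to the other gene. It had 454 ± 86.8 CPM (SD, n = 2) with the control mimic and 39.7 ± 4.04 CPM with miR-137, a log2 fold change of -3.62 (standard error 0.33, adjusted p = 0.0306 in edgeR). SLC43A2, on chromosome 17 from 1424446 to 1478880, fell from 12.7 ± 0.569 to 1.14 ± 0.003 CPM, with a log2 fold change of -3.56 (standard error 0.29, adjusted p = 0.0256 in edgeR). For CTSF, on chromosome 11 from 66087511 to 66092623, the levels were 4.22 ± 0.459 and 0.385 ± 0.046 CPM and the log2 fold change was -3.53 (standard error 0.37, adjusted p = 0.0381 in edgeR), a call that was lost with upper-quartile normalization. The largest rises were those of RSAD2 on chromosome 2 from 6935247 to 6955814, OAS1 on chromosome 12 from 111829122 to 111842095 and OAS2 on chromosome 12 from 111900657 to 111933911. RSAD2 had 24 reads in the 2 controls together and 1038 ± 2.78 CPM with miR-137, a ratio of 2273 with a 95% counting interval from 1527 to 3547 (adjusted p = 0.0239 in edgeR). For OAS1 the controls held 20 reads and the ratio was 936, with an interval from 606 to 1532 (adjusted p = 0.00700 in edgeR), and for OAS2 they held 27 reads and the ratio was 802, with an interval from 551 to 1217 (adjusted p = 0.0164 in edgeR). With each library left out in turn, the log2 fold change stayed between -3.81 and -3.26 for NT5DC2, between -3.63 and -3.39 for SLC43A2 and between -3.66 and -3.28 for CTSF. That of RSAD2, 11.01, became 12.42 without control replicate 1 and 10.36 without control replicate 2, that of OAS2, 9.53, became 10.26 and 9.10, and that of OAS1 stayed between 9.73 and 9.90. From the model in which miR-137 displaces PABP from its target mRNAs (Figure S1), the paper reasons that fewer immunoprecipitated reads mark an mRNA regulated by miR-137. RIPSeq levels were not divided by those of total RNA, so a fall can also come from less of the transcript. In U251 RNASeq the log2 fold changes were -2.08 for NT5DC2, -2.04 for SLC43A2 and -2.87 for CTSF (adjusted p = 1.19e-07, 0.000276 and 7.72e-05 in edgeR). CTSF had at most 54 reads in a library there.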

In RNASeq analysis, miR-137 affected genes were identified by the decrease in the number of reads for transcripts upon miR-137 transfection. 

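In U251 RNASeq, the largest falls by the same criteria were those of CXCL14, SFRP4 and PGM5. CXCL14, on chromosome 5 from 134934268 to 134942868, had 52.6 ± 13.1 CPM (SD, n = 2) in the controls and 1.36 ± 0.303 CPM with miR-137, and its log2 fold change was -5.21 (standard error 0.26, adjusted p = 2.4e-09 in edgeR). SFRP4, on chromosome 7 from 37912060 to 37923050, went from 26.1 ± 1.19 to 0.833 ± 0.066 CPM, with a log2 fold change of -4.90 (standard error 0.24, adjusted p = 2.1e-09 in edgeR). PGM5 lies on chromosome 9 from 70161635 to 70335797, shares 943 bases with LOC572558 and has 3 annotated pseudogenes, so its count is uncertain. Its level fell from 3.73 ± 0.234 to 0.131 ± 0.061 CPM, a log2 fold change of -4.68 (standard error 0.48, adjusted p = 3.1e-06 in edgeR). RSAD2, OAS2 and XAF1 rose most, with adjusted p = 2.1e-12 in edgeR for each of them. The controls held 6 reads of RSAD2, 7 of OAS2 and 6 of XAF1, which lies on chromosome 17 from 6599880 to 6619688. The ratio of miR-137 to control was 3771 for RSAD2 with a counting interval from 1732 to 10276, 2244 for OAS2 with one from 1089 to 5582, and 1483 for XAF1 with one from 681 to 4042. The log2 fold change of OAS2, 11.13, became 10.65 without control replicate 1 and 11.85 without control replicate 2, and that of XAF1, 10.52, became 11.09 and 10.08. Upper-quartile normalization moved the median log2 fold change of all genes in this comparison from 0.02 to 0.16, and fold changes under that setting are relative to this shift. The paper takes the lower number of reads after miR-137 transfection as the mark of an affected transcript.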

For those targets that were identified in only one set, we compared the differences in fold change. We observed that close to half such targets show more than an average 1× greater decrease in the approach where it was identified over that where it was not – for example, a target identified in the RNASeq method with an average fold-change of 2× down compared to an average of 1× (i.e. no change) in the RIPSeq method would represent a 1× difference. This indicates that such targets are not simply close to thresholds, but rather have markedly different fold-change scores between the two methods (see **Figure S2** for more details). 

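The fold decrease of each gene called in U251 by a single approach was computed as the mean over the 4 pairs of the control over the miR-137 share of reads, with 0.5 reads added to each count. Of the 202 genes called only in RIPSeq, 164 (81.2%) had a fold decrease larger by over 1 in RIPSeq than in RNASeq, with median decreases of 3.12 and 1.54. Among the 348 genes called only in RNASeq, 216 (62.1%) had one larger by over 1 in RNASeq, with medians of 2.80 in RNASeq and 1.57 in RIPSeq. In all, 380 of 550 genes (69.1%) passed this limit, and the share was lowest, 66.9%, when the decrease was taken from group sums. The difference between the approaches was also tested itself, as the interaction of assay and transfection in edgeR. In U251, 19 of 14210 genes passed an adjusted p under 0.05, 10 of them among the single-approach genes, and 2688 genes had an unadjusted p under 0.05. These were 54.0% of the single-approach genes (297 of 550) and 18.9% of all genes tested, in a comparison limited by the spread of the U251 RIPSeq controls. The single-approach genes were chosen on these libraries, so their share is not independent evidence. The number of genes passing the interaction test depended on the setting, with 717 in DESeq2 and 0 with replicate number as a block. On simulated counts, the DESeq2 interaction test gave 24.1% false calls in U251. Unlike U251 RIPSeq, the simulation gave control and miR-137 libraries the same spread.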

We suggest that differences in regulation, position and number of miR-137 targets and cross-talk with other miRNAs and RNA binding proteins might contribute to the fact that some genes were identified by one but not the other method.

**Figure 2:**
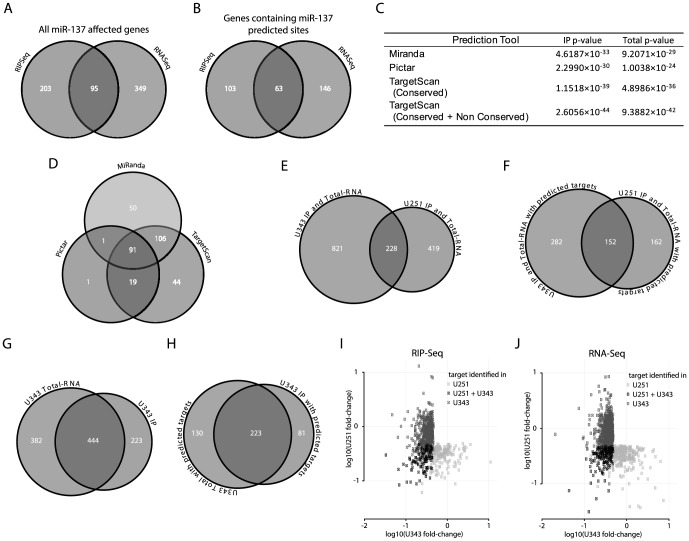
Analysis of miR-137 impact on glioblastoma expression by two genomic approaches. **A**) Venn diagram shows the number of genes affected by miR-137 mimics transfection in U251 cells obtained by RNASeq and RIPSeq approaches. **B**) Venn diagram shows the number of genes identified by our approaches containing miR-137 predicted targets according to TargetScan, Miranda or Pictar. **C**) Hypergeometric test determined the significance of results of the two approaches used to identify miR-137 targets. **D**) Venn diagram shows the distribution of genes containing miR-137 predicated sites (from B) according to prediction tools. **E**) Venn diagram showing the number of genes identified by either the RIPSeq assay or the RNASeq assay in U251 cells, U343 cells, and both cell types. **F**) As in panel E, but considering only genes that were predicted as miR137 targets by Miranda, Pictar or TargetScan. **G**) Venn diagram showing the number of genes identified as miR137 targets in U343 cells by the RIPSeq assay, the RNASeq assay and both. **H**) As in panel G, but considering only genes that were predicted as miR137 targets by Miranda, Pictar or TargetScan. **I**) The average log10-fold-change in U251 cells (y-axis) and U343 cells (x-axis) is shown for all genes identified as miR137 targets by the RIPSeq assay in either U251 or U343 cells; genes (points) are colored by whether they were identified in only U251 cells, only U343 cells, or both. **J**) As in panel I, but for the RNASeq assay.

To determine if the majority of the identified sets contain miR-137 predicted target genes, we used TargetScan, Pictar and MiRanda to evaluate the number of genes containing miR-137 predicted sites in each set. 

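Table S1 gives, for each affected gene, whether TargetScan, Miranda and Pictar predict a miR-137 site, and it lists no other genes. Predictions could therefore be counted over the called genes it lists but not over all expressed genes, and the hypergeometric test was not run. Of the 650 U251 genes called by the rule, 312 (48.0%) have a site predicted by at least 1 of the 3 tools, a minimum because 8 of the 650 are not in Table S1. Over the genes that Table S1 marks for U251, TargetScan predicts 261, Miranda 248 and Pictar 111. TargetScan and Miranda share 196 of these genes, and 109 of the 111 Pictar genes are also TargetScan genes.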

Out of 647 evaluated genes, 312 (48%) were predicted by at least one tool – **Figure 2B and D**, **Table S1**. TargetScan and MiRanda present differences in predictions while Pictar essentially recognizes a subset of TargetScan predictions - **Figure 2D**, **Table S1**. To determine the significance of our results, we performed a hypergeometric test using the results of each individual prediction tool. These tests produced highly significant results in all cases - **Figure 2C**. Overall, the results suggest that the RIPSeq strategy functions slightly better than straight RNASeq to identify miRNA targets. 

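The share of genes with a predicted site was compared between the genes that Table S1 marks for RIPSeq alone and for RNASeq alone. In U251, 103 of 203 RIPSeq genes (50.7%) and 147 of 349 RNASeq genes (42.1%) have a site predicted by at least 1 tool. The difference of 8.6 percentage points gave an odds ratio of 1.42 (two-sided Fisher's exact test, p = 0.0517, or 0.103 after Benjamini-Hochberg adjustment over the 2 cell lines). Genes marked by both approaches had a predicted site in 63 of 95 cases (66.3%). With at least 2 tools required, the shares were 36.5% and 27.5% (two-sided Fisher's exact test, p = 0.0353, adjusted 0.0706). The genes are those of a list, not replicates, and the test says nothing about the spread between libraries.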

Identical experiments were performed in U343 cells with similar outcome (**Figure 2** and **Table S1**). 

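U343 is a second glioblastoma cell line, and its RNASeq and RIPSeq libraries were made after the same transfections with the TotalScript and Nextera kits, so the cell lines also differ in library preparation. The deposited counts cover 20626 genes and were made in the same way. In RNASeq the control libraries held 45134766 and 37952273 counted reads and the miR-137 libraries 41599511 and 43909827, with medians of 41543519.5 and 42754669. In RIPSeq the control libraries held 45055184 and 40842001 and the miR-137 libraries 40446346 and 37736206, with medians of 42948592.5 and 39091276. The rule called 702 genes lower and 997 higher in RIPSeq, and 595 lower and 311 higher in RNASeq. Table S1 marks 667 genes for RIPSeq, all of them among the 702, and 826 for RNASeq, of which 579 are among the 595. Either approach gave 921 genes and both gave 376. The median log2 fold change of the genes lower by the rule was -1.52 in RIPSeq and -1.46 in RNASeq. In edgeR, 4130 of 14866 genes were lower and 4234 higher in RIPSeq, and 1764 of 15088 were lower and 1254 higher in RNASeq. All 702 RIPSeq genes and 590 of the 595 RNASeq genes were also lower in edgeR. The 2 miR-137 libraries of RNASeq differed by a mean chi-square of 175 per gene, against 16.7 between their controls and 18.6 and 21.9 in RIPSeq. Between them, 241 genes were lower and 619 higher in replicate 2 by the odds ratio and adjusted p of the rule. Without miR-137 replicate 1, the rule called 851 genes lower and 914 higher in RNASeq, and the 851 held all 826 genes marked in Table S1. A site was predicted for 81 of the 223 genes that Table S1 marks for RIPSeq alone (36.3%) and for 129 of the 382 it marks for RNASeq alone (33.8%), a difference of 2.6 points (two-sided Fisher's exact test, p = 0.536 before and after adjustment).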

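In U343 RIPSeq, SERPINA3, CXCL14 and NT5DC2 had the largest falls by the criteria used for U251. SERPINA3, on chromosome 14 from 94148467 to 94160143, had 14.2 ± 3.65 CPM (SD, n = 2) in the controls and 0.487 ± 0.033 CPM with miR-137, a log2 fold change of -4.86 (standard error 0.26, adjusted p = 7.5e-06 in edgeR). CXCL14 fell from 1906 ± 412 to 139.8 ± 47.1 CPM, and NT5DC2 from 237 ± 39.7 to 17.4 ± 3.95 CPM. Their log2 fold changes were -3.78 and -3.77. IL29, on chromosome 19 from 44478805 to 44481152, and IL28A, on chromosome 19 from 44450997 to 44452572, had 0 reads in both controls and 2306 and 633 reads with miR-137. Against a floor of 3 counts, IL29 was at least 849-fold higher and IL28A at least 233-fold higher. MX2, on chromosome 21 from 41655820 to 41702739, had 29 reads in the controls and a ratio of 1891, with a counting interval from 1317 to 2824 (adjusted p = 7.8e-08 in edgeR). In U343 RNASeq, the largest falls were those of HIST1H1T on chromosome 6 from 26215619 to 26216343, CD83 on chromosome 6 from 14225844 to 14245127 and MITF on chromosome 3 from 69871323 to 70100177. HIST1H1T had 2.02 ± 0.237 and 0.189 ± 0.136 CPM and a log2 fold change of -3.39 (standard error 0.48, adjusted p = 0.0174 in edgeR), between -4.38 and -2.81 with each library left out in turn. CD83, which has 1 annotated pseudogene, fell from 9.78 ± 1.98 to 1.11 ± 0.132 CPM, with a log2 fold change of -3.11 (standard error 0.24, adjusted p = 0.00724 in edgeR). MITF fell from 19.0 ± 1.09 to 2.18 ± 0.450 CPM, with a log2 fold change of -3.10 (standard error 0.20, adjusted p = 0.00647 in edgeR). STMN4, on chromosome 8 from 27149731 to 27171820, rose from 2 reads in the controls, both of them in replicate 1, to 782 with miR-137, a ratio of 383 with a counting interval from 106 to 3171; its log2 fold change of 8.44 became 11.56 without control replicate 1, which leaves 0 control reads, and 7.65 without control replicate 2. FOXJ1, on chromosome 17 from 71644012 to 71648975, had 10 and 587 reads, a ratio of 58 with an interval from 31 to 121, but 11.5 CPM in miR-137 replicate 1 and 2.35 in replicate 2. CELF3, on chromosome 1 from 149941454 to 149955914, had 17 and 600 reads, a ratio of 35 with an interval from 21 to 60. Without miR-137 replicate 1 the log2 fold change of FOXJ1 was 4.28 and that of CELF3 4.36, and without miR-137 replicate 2 that of FOXJ1 was 6.56.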

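Among the U343 genes called by a single approach, 191 of 545 (35.0%) had a fold decrease larger by over 1 in the approach that called them, with 125 of 326 in RIPSeq and 66 of 219 in RNASeq. The share dropped to 26.4% for the genes marked in Table S1. In the test of the interaction between assay and transfection, 1 of 15413 genes passed an adjusted p under 0.05 in edgeR, and DESeq2 called 399. At an unadjusted p under 0.05 in edgeR there were 2712 genes, which were 57.1% of the single-approach genes (311 of 545) and 17.6% of all. Over the U343 genes of Table S1, TargetScan predicts 350, Miranda 337 and Pictar 138, with 134 of the last also in TargetScan.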

Combined, the two analyses identified a total of 595 affected genes containing miR-137 predicted sites, of which 152 genes were identified in both cell lines. This combined set was used in all subsequent bioinformatics analyses described below. 

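In the re-analysis, 221 genes met the rule by either approach in both cell lines, and 215 of them are also marked for both in Table S1. Over both cell lines the rule called 1350 genes, and 44 of them were called in all 4 experiments. A miR-137 site is predicted for at least 555 of the 1350 genes, of which 17 are not in Table S1, and for 146 of the 221. An odds ratio over 1.5 moved the shared genes most, to 664. Genes marked in Table S1 for an approach in 1 cell line but not in the other were then measured by it in the other. Genes marked in the other cell line by the other approach were not left out, so these lists can still hold some of its calls. Genes marked for U343 RNASeq only had a median log2 fold change of -0.50 in U251 RNASeq, with 484 of 629 genes negative. Of these, 353 were lower and 50 higher at an adjusted p under 0.05 over all genes in edgeR, and 358 and 52 when adjusted over the list alone. Genes marked for U251 RIPSeq only had a median of -0.47 in U343 RIPSeq, with 119 of 164 genes negative, 86 lower and 19 higher over all genes, and 87 and 19 adjusted over the list alone. For genes marked for U251 RNASeq only, the median in U343 RNASeq was -0.15, with 169 of 283 genes negative, 56 lower and 26 higher over all genes, and 69 and 34 adjusted over the list alone, and without miR-137 replicate 1 the median was -0.28. For genes marked for U343 RIPSeq only, it was -0.56 in U251 RIPSeq, with 413 of 526 genes negative. In edgeR, 0 of these 526 genes passed over all genes or adjusted over the list alone, and 157 had an unadjusted p under 0.05. This last median rests on control replicate 2, without which it was -0.06. As sets, the 4 lists gave p = 1.4e-08 (U251 RNASeq), 4.2e-09 (U251 RIPSeq), 7.4e-05 (U343 RIPSeq) and 0.0118 (U343 RNASeq) in camera with a preset correlation of 0.01. The calls for U251 RNASeq and U343 RIPSeq held under both fry and an estimated correlation, that for U343 RNASeq held under fry alone (p = 0.0458), and that for U251 RIPSeq under neither (p = 0.184 and p = 0.263).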

To validate our data, a subset of identified targets was analyzed by western blots, qRT-PCR, and luciferase assays – **Figure 3**, **S3**, and **S4**.

**Figure 3:**
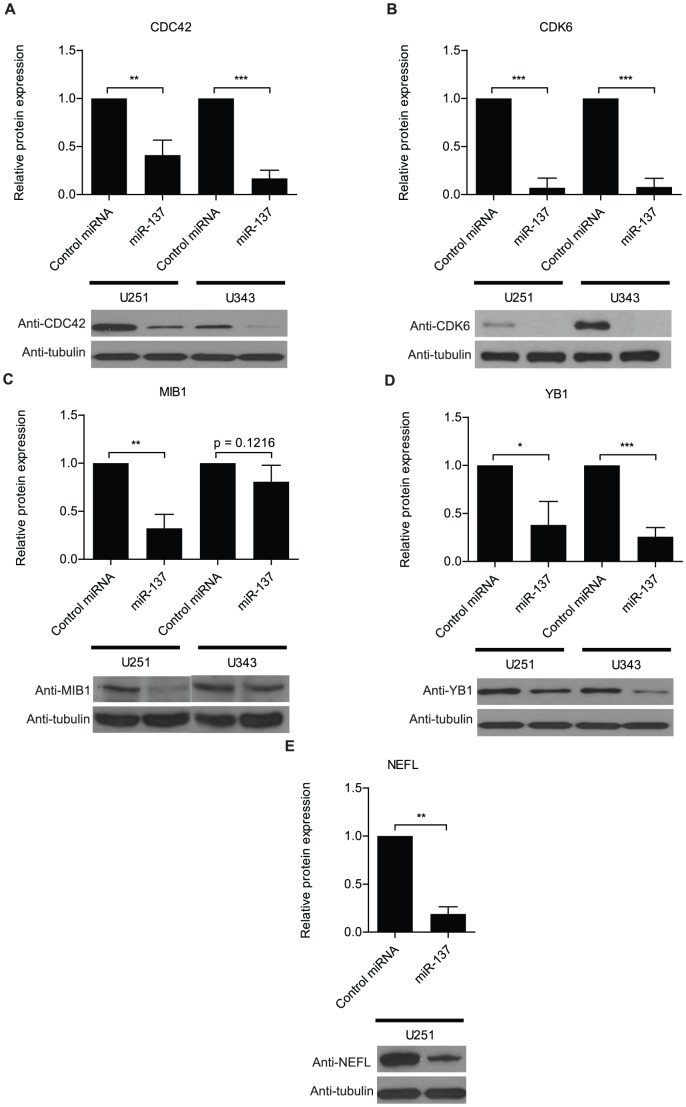
Validation of RNASeq and RIPSeq results by western analysis. U251 and U343 cells were transfected with either miR-137 or control miRNA mimic. Western analyses show the impact on protein levels of a set of genes affected by miR-137 transfection according to RNASeq or RIPSeq analyses. Neurofilament was not detected in U343 cells. α-tubulin was included as an endogenous loading control. Data was analyzed with Student's *t*-test and is presented as the mean ± standard deviation. * indicates p≤0.05, ** indicates p≤0.01, and *** indicates p≤0.001.

Using the computational tools PITA [37] as well as RNAfold [38]), we analyzed structural tendencies of miR-137 binding sites on identified target mRNAs as well as the average participation of nucleotides in base pairing. Most positions on the miR-137 binding region correspond to a less-than-average amount of structure –**Figure S5A**; the only positions that have a significantly higher-than-average tendency of participating in intra-mRNA base pairing correspond to miR-137 positions 6, 7 and 17. These tendencies reflect the fact that microRNA seed region binding is crucial for correct microRNA target recognition. **Figure S5B** shows the fraction of times, that a nucleotide of miR-137 interacts with its target mRNA via base pairing (according to computational predictions based on the RNAduplex program [38]). Nucleotide positions 3–8, corresponding to the miR-137 seed region, are predicted to be more frequently involved in microRNA-mRNA base pairing compared to other regions of the microRNA.

### Understanding the potential impact of miR-137 on gliomagenesis

A series of analyses was conducted to explore the gene set affected by miR-137. 

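Of the 9 genes AKT2, CD24, CDC42, CDK6, KIT, MSI1, MTDH (AEG-1), TGFB2 and YBX1, 9 were lower in U251 RNASeq at an adjusted p under 0.05 in edgeR and 1 in U251 RIPSeq, where 9 had negative fold changes, as they did under the other scalings but not without control replicate 2, which left CD24 at 0.47 and TGFB2 at 0.45. When adjusted over the list alone, these counts were 9 and 5. In U343, where 8 of them could be tested, 6 were lower in RIPSeq and 6 in RNASeq, with the same counts adjusted over the list alone. The study chose the genes on these samples, so the counts over the list are not independent evidence. CDK6, on chromosome 7 of hg18 from 92072173 to 92303877, fell in U251 RNASeq from 1602 ± 51.1 CPM (SD, n = 2) to 133 ± 17.8 CPM, a log2 fold change of -3.53 (standard error 0.17, adjusted p = 1.6e-09 in edgeR). In U251 RIPSeq its level was 632 ± 494 and 55.5 ± 0.047 CPM, and the log2 fold change of -3.53 did not pass in edgeR (standard error 0.59, adjusted p = 0.0798) but did in DESeq2, and it was -2.47 without control replicate 2 and -4.11 without control replicate 1. In U343 it was -3.20 in RIPSeq and -2.78 in RNASeq (adjusted p = 1.7e-06 and 0.00647 in edgeR). CDC42, on chromosome 1 from 22251707 to 22292023, has 7 annotated pseudogenes that could have taken up or lent reads. Its log2 fold change was -2.56 in U251 RNASeq, -1.76 in U343 RIPSeq and -1.60 in U343 RNASeq (adjusted p = 9.7e-09, 3.6e-06 and 0.00647 in edgeR). In U251 RIPSeq it was -2.10 (adjusted p = 0.109 in edgeR, past the threshold in DESeq2) and -1.35 without control replicate 2. YBX1, on chromosome 1 from 42920653 to 42940607 and with 10 annotated pseudogenes, had log2 fold changes of -1.74 in U251 RNASeq, -2.08 in U343 RIPSeq and -2.20 in U343 RNASeq (adjusted p = 4.4e-07, 6.7e-06 and 0.00842 in edgeR). In U251 RIPSeq, YBX1 changed by -1.46 (adjusted p = 0.123 in edgeR, past the threshold in DESeq2), or by -0.97 without control replicate 2. MTDH, on chromosome 8 from 98725583 to 98811663 and with 5 annotated pseudogenes, changed by -1.42 in U251 RNASeq, -1.30 in U343 RIPSeq and -1.06 in U343 RNASeq. TGFB2, on chromosome 1 from 216586014 to 216684582, changed by -2.08, -1.48 and -1.04 in the same experiments, all past the threshold for both genes in edgeR. In U251 RIPSeq, neither passed, and MTDH was at -0.004 without control replicate 2. CD24 is listed on chromosome Y from 19611914 to 19614093, overlaps TTTY14 by 2180 bases and has 5 annotated pseudogenes, so its counts are uncertain. It fell by 1.67 on the log2 scale in U251 RNASeq (adjusted p = 4.3e-07 in edgeR) and rose in U343, by 0.91 in RIPSeq and 1.04 in RNASeq (adjusted p = 0.000158 and 0.0120 in edgeR). KIT, on chromosome 4 from 55218852 to 55301638, fell in U251 RNASeq from 7.53 ± 1.19 to 0.527 ± 0.127 CPM (log2 fold change -3.76, standard error 0.33, adjusted p = 7.8e-07 in edgeR). In U251 RIPSeq its log2 fold change of -0.93 did not pass (adjusted p = 0.324 in edgeR). That value ran from -1.32 to -0.32 with each library left out in turn. In U343, KIT had at most 8 reads in a library and was not tested.

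**Figure D2:**
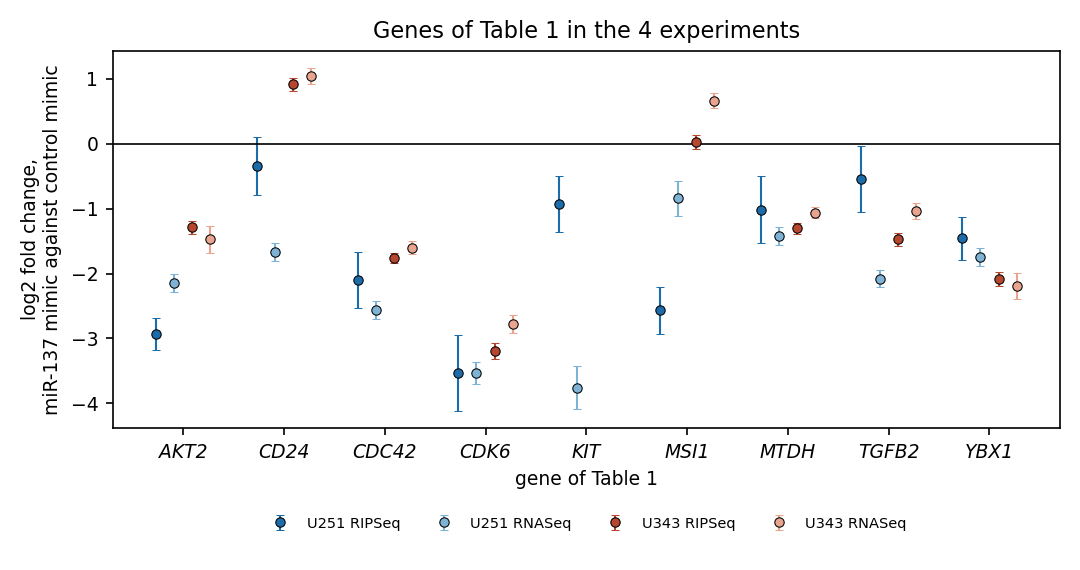
Log2 fold change of miR-137 over control in edgeR (y axis) with its standard error (bars) for the Table 1 genes (x axis) in the 4 experiments. Values run from -3.76 to 1.04, and in U343 RNASeq CD24 and MSI1 lie above 0, as they do under the other scalings.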

First, we performed a literature search with Pubmed to determine, among the identified targets, which genes with oncogenic functions have been previously associated with gliomagenesis. c-KIT, Msi1, AKT2, AEG-1, TGF-ß2, CD24, CDC42, CDK6 and YBX1 were the ones considered most relevant based on function and citations – **Table 1**. This result by itself reveals that miR-137 can have dramatic consequences to the cell, with a robust repression of oncogenic activity. 

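AKT2 lies on chromosome 19 from 45428064 to 45483105 and contains the miRNA gene MIR641, whose 99 bases overlap it. In U251 RIPSeq its level fell from 286 ± 64.4 CPM (SD, n = 2) with the control mimic to 39.4 ± 2.79 CPM with miR-137, a log2 fold change of -2.93 (standard error 0.24, adjusted p = 0.0266 in edgeR). In U251 RNASeq it fell from 196 ± 18.8 to 42.6 ± 4.86 CPM, with a log2 fold change of -2.14 (standard error 0.14, adjusted p = 5.1e-08 in edgeR). The levels in U343 RIPSeq were 106 ± 10.0 and 43.6 ± 1.76 CPM (log2 fold change -1.29, standard error 0.10, adjusted p = 3.1e-05 in edgeR). In U343 RNASeq they were 100.2 ± 4.83 and 35.6 ± 9.19 CPM (log2 fold change -1.47, standard error 0.21, adjusted p = 0.0174 in edgeR). With each library left out in turn, the log2 fold change stayed between -3.03 and -2.72 in U251 RIPSeq and between -1.78 and -1.23 in U343 RNASeq. AKT2 met the rule in all 4 experiments.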

As AKT2 was identified as a miR-137 target, we further investigated its impact on the PI3K/Akt pathway. AKT2 regulation by miR-137 was corroborated by western blot and a reduction in pAkt levels upon miR-137 transfection was observed as well. These results suggest that miR-137 functions as an inhibitor of the PI3K/Akt pathway –**Figure S6**.

**Table 1:** Most relevant oncogenes affected by miR-137 transfection with previously described function in gliomagenesis.

Gene	Function and Association to Glioblastoma	References
AKT2	AKT2 is a putative oncogene that is part of a subfamily of serine/threonine kinases containing SH2-like (Src homology 2-like) domains. AKT2 protein expression increases significantly in high grade gliomas in comparison to low grade gliomas. Reduction of Akt2 in glioma cells inhibited migration, invasion, proliferation and increased cell apoptosis mediated by NFkappaB and BCL2 and chemosensitivity to the anticancer drug VM-26	[78]–[81]
CD24	CD24 is a glycosyl phosphatidylinositol-anchored protein. Glioma tissues with higher grade and lower KPS have significantly higher CD24 expression than those with lower grade and higher KPS, respectively. CD24 stimulates migration of gliomas in vivo and it is possibly implicated in diffuse brain invasion of human gliomas.	[82], [83]
CDC42	CDC42 is a small GTPase of the Rho-subfamily, which controls signaling pathways implicated in cell morphology, migration, endocytosis and cell cycle progression. Depletion of CDC42 abolishes TWEAK-induced Rac1 activation and abrogates glioma cell migration. Slit2 inhibits glioma cell invasion in the brain by suppression of CDC42 activity.	[84], [85]
CDK6	CDK6 is a member of the cyclin-dependent protein kinase (CDK) family. It is part of the protein kinase complex implicated in cell cycle G1 phase progression and G1/S transition. High CDK6 expression and a correlation with prognosis have been observed in gliomas. Amplification of CDK6 was reported in glioma samples. CDK6 knockdown inhibited proliferation and survival of glioblastoma cells and caused significant increase in the apoptosis when cells were treated with temozolomide (TMZ).	[45], [86], [87]
c-kit	c-Kit is a class III receptor tyrosine kinase (RTK) and a proto-oncogene. c-Kit has multiple functions during development, while needed for stem cell maintenance in adult tissue. c-Kit is implicated in many types of cancer providing stem cell characteristics to tumor cells. KIT gene amplification is a common genetic mechanism underlying KIT expression in subset of malignant gliomas.	[88], [89]
MSI1	Msi1 is an RNA binding protein implicated in translation regulation. Msi1 functions as a stem cell marker in a variety of tissues. Its up-regulation was observed in gliomas, medullobastomas, colon cancer, breast cancer, etc. Msi1 high expression was correlated with poor prognosis in the cases of glioma and medulloblastoma. Msi1 regulates a network of targets implicated in cell cycle control, proliferation, apoptosis and cell differentiation.	[9], [90]–[95]
MTDH (AEG-1)	AEG-1 acts as an oncogene that is overexpressed in several types of human cancers, including more than 90% of brain tumors. Its expression is induced by c-Myc oncogene. AEG-1 also interacts with SND1 and involved in RNA-induced silencing complex (RISC) and plays very important role in RISC and miRNA functions. AEG-1 contributes to glioma-induced neurodegeneration through regulation of EAAT2 expression. AEG-1 has the capacity to promote anchorage-independent growth and cooperates with Ha-ras in malignant transformation. Matrix metalloproteases (MMP-2 and MMP-9) are involved in AEG-1-mediated invasion of glioma cells.	[96]–[98]
TGF-β2	Transforming growth factor-beta 2 (TGF-β), is a key factor in the progression of malignant gliomas. TGF-β2 was originally described as “glioblastoma-derived T-cell suppressor factor”, due to its association with the immuno-suppressed status of patients with glioblastoma. High TGF-β2 levels in tumors and in the plasma of patients have been associated with advanced disease stage and poor prognosis. The antisense oligonucleotide trabedersen (AP 12009) that specifically blocks TGF-β2 mRNA has been explored as a therapeutic target.	[99]–[101]
YBX1	YBX1 is a DNA- and RNA-binding protein that interacts with a great variety of proteins. It is involved in processes like DNA replication and repair, transcription, splicing, and mRNA translation. YBX1 is upregulated in many tumors including glioblastoma. YBX1 is highly expressed in the subventricular zone (SVZ) of mouse fetal brain tissues but not in terminally differentiated primary astrocytes. YB-1, Sox-2, Musashi1, Bmi-1, and Nestin were found to be coordinately expressed in SF188 cells and 9/9 GBM patient-derived primary brain tumor-initiating cells (BTIC). Knockdown of YBX1 attenuated the expression of these NSC markers, reduced neurosphere growth, and triggered differentiation via coordinate loss of GSK3-β. YBX1 inhibition also reduced tumor cell invasion and growth in monolayer as well as in soft agar and enhanced temozolomide sensitivity.	[102]–[104]

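Of the 52 genes in the cell cycle group of Table S2, 51 were tested in each experiment. Their median log2 fold change was -0.80 in U251 RIPSeq, -1.16 in U251 RNASeq, -1.30 in U343 RIPSeq and -1.44 in U343 RNASeq. The fold change was negative for 45, 46, 49 and 50 of the 51 genes in the same order, for 46, 44, 49 and 50 with upper-quartile normalization, and for 47 in U251 RNASeq in DESeq2. At an adjusted p under 0.05 in edgeR over all genes, 2, 41, 46 and 45 genes were lower, and adjusted over the list alone 15, 41, 47 and 47. The study chose this list on these samples, so the second set of counts is not independent evidence. The rule called 14, 20, 30 and 37 of the genes. In U251 RNASeq the median moved to -1.02 with upper-quartile normalization and to the same value with a filter of at least 50 reads on average. In U251 RIPSeq it rests on control replicate 2, without which it was -0.21 and 31 genes were negative. The gene ontology test itself was not rerun.

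**Figure D3:**
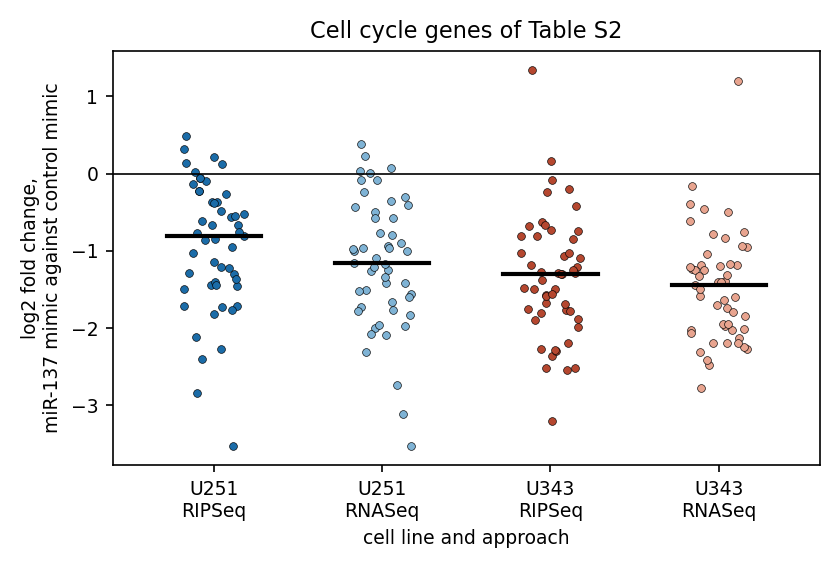
Log2 fold change of miR-137 over control in edgeR (y axis) for the 51 cell cycle genes tested (1 point each) in the 4 experiments (x axis), with the median as a line. The medians run from -1.44 in U343 RNASeq to -0.80 in U251 RIPSeq.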

A gene ontology analysis identified cell cycle as the main process regulated by miR-137 - **Table S2**. Network analysis was performed with Ingenuity to determine the interactivity among identified miR-137 targets. 

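TCF3, on chromosome 19 from 1560293 to 1603326 and with 1 annotated pseudogene, had 222 ± 2.72 CPM (SD, n = 2) in the U251 RIPSeq controls and 66.9 ± 0.032 CPM with miR-137. Its log2 fold change was -1.81 in U251 RIPSeq, -1.17 in U251 RNASeq, -0.41 in U343 RIPSeq and -0.61 in U343 RNASeq. The adjusted p values in edgeR were 0.0559, 6.7e-06, 0.00866 and 0.0307 in that order, and DESeq2 called it in U251 RIPSeq. EDN1, on chromosome 6 from 12398515 to 12405413, fell in U251, from 228 ± 19.1 to 79.2 ± 4.32 CPM in RNASeq, a log2 fold change of -1.47 (adjusted p = 9.4e-07 in edgeR). In U251 RIPSeq it was -1.12 (adjusted p = 0.0891 in edgeR, past the threshold in DESeq2). EDN1 rose in U343, with log2 fold changes of 1.32 in RIPSeq and 1.33 in RNASeq (adjusted p = 0.000359 and 0.0116 in edgeR). NFYC, on chromosome 1 from 40929829 to 41009860, overlaps LOC100130557 and has 2 annotated pseudogenes. It changed by -1.29 in U251 RIPSeq, -0.98 in U251 RNASeq, -1.23 in U343 RIPSeq and -1.18 in U343 RNASeq (adjusted p = 0.107, 8.7e-05, 1.7e-05 and 0.00688 in edgeR), and DESeq2 called it in U251 RIPSeq.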

Proteins with the highest number of connection include TCF3, YBX1, CASP3, CDC42, EDN1 and NFYC – **Figure 4**. Present in this network are several oncogenes listed in **Table 1** (c-Kit, AKT2, TGF-ß2, CD24, CDC42, CDK6 and YBX1).

**Figure 4:**
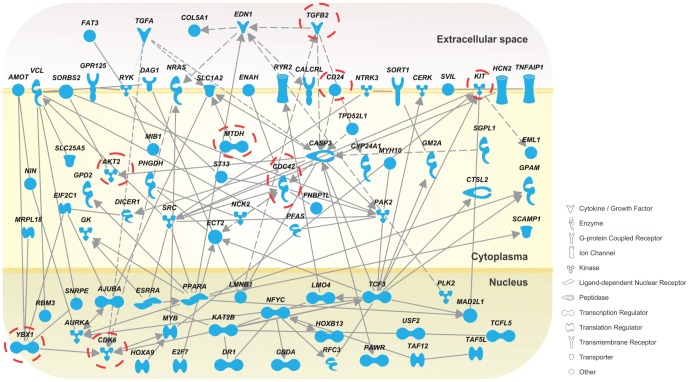
Network analysis. Genes negatively affected by miR-137 mimics transfection as determined by RIPSeq or RNASeq analyses which contain a miR-137 predicted site were connected using Ingenuity Pathway Analysis tool. Solid lines indicate direct interactions; dashed lines indicate indirect interactions. Genes from Table 1 are highlighted (open circle).

We finally evaluated the expression profile of miR-137 and its targets using the datasets generated by Kim et al. [1] – **Figure 5**. They defined five GBM subgroups (Astrocytic, Neural, Neuromesenchymal, Oligoneural and Radial Glial). miR-137 shows an overall tendency of down-regulation across the 261 GBM samples present in the TCGA data set when compared to normal tissue. Down-regulation is particularly prevalent in the Radial Glial and Neuromesenchymal subgroups - **Figure 5A**. As expected, the 595 identified miR-137 targets show an opposite pattern in GBM samples with a tendency of up-regulation in relation to normal brain tissue – **Figure 5B–C**. Finally, we examined the expression correlation between miR-137 and identified targets. Although not strong, we observed a trend of negative-correlation (**Figure 5D**), as predictable based on miRNA-mRNA target relationship. Protein expression values would be more appropriate to perform this correlation study since it captures the full extent of miRNA regulation. Unfortunately, due to technical difficulties and sample limitation, genome-wide protein studies have not been performed for these samples.

**Figure 5:**
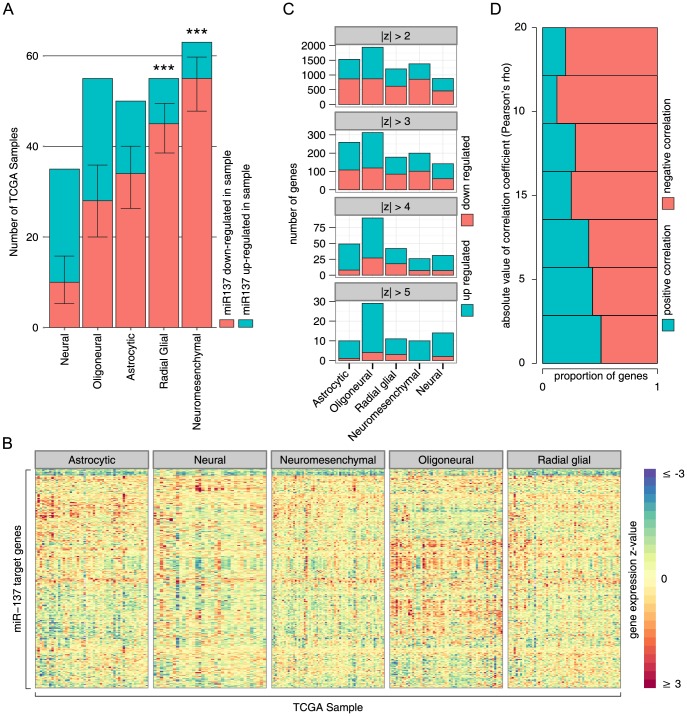
Expression analysis of miR-137 and its targets in the TCGA dataset. **A**) Shown is the total number and proportion of TCGA samples analyzed with up- or down-regulation of miR137 (see methods for details). Error-bars are 95% confidence interval, and *** indicates p≤0.001, binomial test (two tailed, null hypothesis is a true proportion of 0.5). **B**) The z-score of gene expression in 261 TCGA samples for the 595 miR137 target genes relative to normal tissue, stratified by GBM type as reported by Kim et al. [1]. **C**) The number and proportion of up/down regulated genes amongst the 595 identified miR137 target genes in 261 TCGA GBM samples. Four different thresholds for significant change are shown (absolute value of z-score relative to normal tissue greater than 2, 3, 4 or 5). Samples are stratified by GBM type (x-axis), as defined in Kim et al. [1]; if a gene is up or down regulated in multiple samples, it is counted once for each sample showing a significant change. **D**) Proportion of genes with positive or negative correlation with miR137 (x-axis) for increasing correlation coefficient threshold cut-offs (y-axis); higher correlations tend to be predominantly negative.

### miR-137 potentially shares a large number of targets with miR-124, -128 and -7

Several miRNAs have been shown to be aberrantly expressed in glioblastoma. However, only a small subset of down-regulated miRNAs has been listed by different studies. miR-7, -124 and -128 have been shown to behave similarly to miR-137; meaning that their up-regulation is apparently required for neuronal differentiation while its down-regulation is associated with gliomagenesis [4]–[6]. Thus, we suggest that miR-137 may act in a coordinated manner with these three miRNAs to boost the regulatory effect on critical targets during neurogenesis. On the other hand, their simultaneous down-regulation could produce a robust change in the expression of important oncogenic proteins. Predicted targets of miR-7, -124 and -128 were compiled from TargetScan, Miranda and Pictar and compared to our miR-137 list. Results showed strong overlap; out of the 595 genes containing miR-137 sites obtained with our analyses, 82 (∼14%) are potentially targeted by all 4 miRNAs while 189 targets (∼32%) are in theory shared by miR-137 and other two miRNAs – **Figure 6A** and **Table S3**. All the results are statistically significant. Moreover, we determined that among the critical glioblastoma players listed in **Table 1**, several of them including c-KIT, TGFβ2, CDK6, AKT2, LRRC4, YBX1, CD24 and MTDH are potentially targeted by at least two of the mentioned miRNAs. A set of predicted targets was validated by western blot - **Figure 6B**.

**Figure 6:**
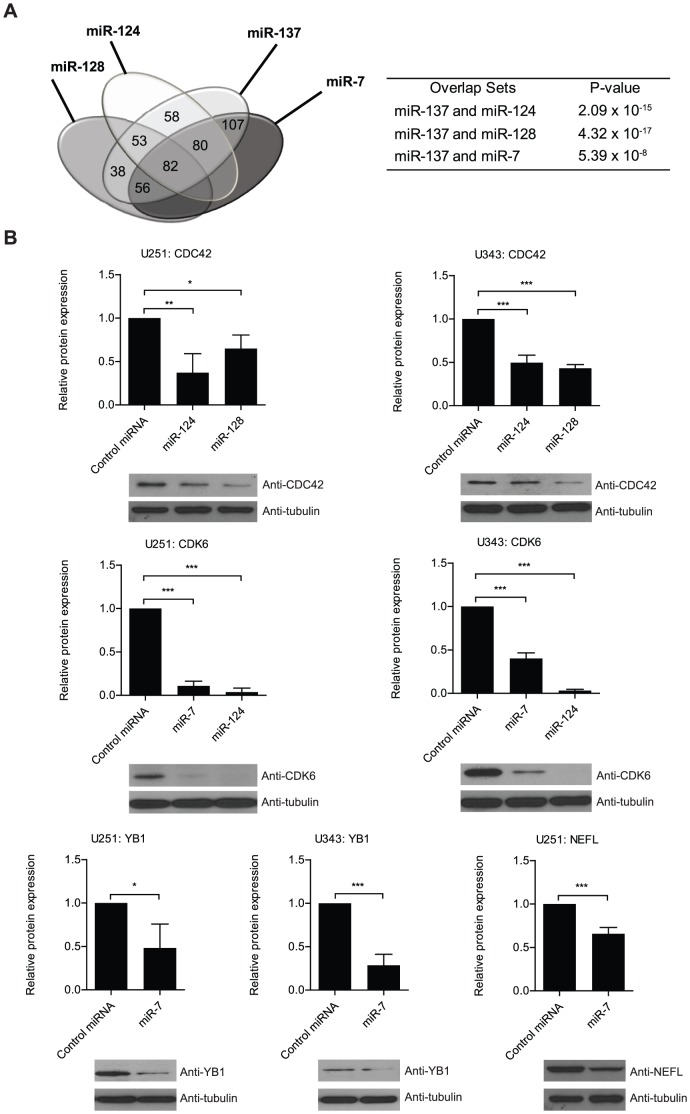
miR-137 potentially shares targets with miRNAs implicated in neurogenesis and gliomagenesis. **A**) Venn diagram displays the potential overlap between miR-137 identified targets and predicted miR-7, -124 and -128 targets obtained from TargetScan, miRanda, and PicTar. Table indicates that overlaps are significant according to Hypergeometric test. **B**) U251 glioblastoma cells were transfected with either miR-7, miR-124, and miR-128 (as listed) or control mimics. Western analyses show the impact on protein levels of a set of genes affected by miR-7, miR-124, or miR-128 transfection that were identified by the bioinformatics analyses. Data was analyzed with Student's *t*-test and is presented as the mean ± standard deviation. * indicates p≤0.05, ** indicates p≤0.01, and *** indicates p≤0.001. Neurofilament was not detected in U343 cells.

## Discussion

Several approaches are available to identify miRNA targets, starting with multiple target prediction methods and continuing with a variety of biological procedures that include reporter based screenings, shotgun proteomics, transcriptomic analyses and Ago2 based immunoprecipitation methods [39]–[44]. Although *in silico* predictions are becoming more accurate, they will never substitute biological methods. No single approach is comprehensive enough; the advantages of employing dual approaches can be illustrated by the miR-122 target analysis that we conducted using luciferase-based screening in combination with APEX shotgun proteomics [44]. In the current study, we also used a dual strategy to evaluate the impact of miR-137 in glioblastoma cells. The novelty was the usage of PABP as a reporter of miRNA activity. This concept is in line with recent results from Mathias Hentze's group that show PABP as a central player in miRNA function. In their model, PABP has a dual role: PABP and the poly A tail enhance binding of miRISC to the target mRNA during early stages of silencing, then PABP is later displaced by miRISC, allowing recruitment of deadenylase complexes and subsequent deadenylation of target mRNA [24]. Therefore, a decrease in association of PABP with mRNAs upon miR-137 action could be a direct measurement of its activity.

Many published studies attempt to justify the involvement of tumor suppressor miRNAs or oncomiRs in tumorigenesis based on their action on a small set of genes or sometimes a single target. In most cases if not all, the conclusions are an oversimplification of a quite complex scenario. For instance, we have previously shown that miR-122 downregulation potentially affects the development of hepatocellular carcinoma (HCC) by regulating multiple genes associated with processes like apoptosis, cell cycle, cell death, cell differentiation, cell growth, cell proliferation and mitosis, including Vimentin, CREB1, SEPT2, PKM2 and CREB [44]. In this current work, we showed that miR-137 transfection in glioblastoma cells trigger the down-regulation of a collection of oncogenic genes. This observation is in alignment with results indicating that transfection of miR-137 mimics in glioma cells leads to a decrease in proliferation, cell cycle arrest in G_0_/G1 phase, affects xenograft and colony growth and invasion [6], [11], [45]. The most relevant oncogenes affected by miR-137 transfection are discussed in **Table 1**. 

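DCLK1, on chromosome 13 from 35241123 to 35603464, fell in U251 RNASeq from 31.0 ± 1.59 CPM (SD, n = 2) to 7.24 ± 1.22 CPM, a log2 fold change of -2.04 (standard error 0.17, adjusted p = 5.0e-07 in edgeR). The change in U251 RIPSeq, -1.14, did not pass (adjusted p = 0.144 in edgeR). In U343 it was -1.87 in RIPSeq and -1.02 in RNASeq (adjusted p = 3.4e-05 and 0.0199 in edgeR). By the rule DCLK1 was called in U251 RNASeq and U343 RIPSeq. MIB1, on chromosome 18 from 17575543 to 17704910, contains the miRNA genes MIR133A1 and MIR1-2 and fell in U251 RNASeq from 455 ± 1.85 to 124 ± 22.2 CPM, a log2 fold change of -1.82 (standard error 0.15, adjusted p = 4.6e-07 in edgeR). It fell less in U343, by a log2 fold change of -0.78 in RIPSeq and -0.66 in RNASeq (adjusted p = 0.000219 and 0.0265 in edgeR). In U251 RIPSeq the value of -1.17 did not pass (adjusted p = 0.429 in edgeR) and became 0.31 without control replicate 2. The rule called MIB1 in U251 RNASeq alone.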

Other cancer relevant genes that are worth mentioning include TCF3, a member of the E protein (class I) family of helix-loop-helix transcription factors which functions as a key regulator of stem cell pluripotency and differentiation via the Wnt pathway [46]; DCLK1 is a serine/threonine-protein kinase that binds microtubules and regulates its polymerization [47] and is implicated in neurogenesis, neuronal migration, transport, and apoptosis [48]–[51]; MIB1 is an E3 ubiquitin ligase that regulates endocytosis of Notch ligands [52] with potential roles in the formation of late neural progenitors mainly designated for gliogenesis [53] and tumor progression [54]–[58]. 

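RYK, on chromosome 3 from 135358668 to 135452276 and with 1 annotated pseudogene, fell in U251 RNASeq from 159 ± 4.54 CPM (SD, n = 2) to 51.7 ± 2.40 CPM, a log2 fold change of -1.57 (standard error 0.13, adjusted p = 3.6e-07 in edgeR). In U343 the log2 fold change was -1.32 in RIPSeq and -1.30 in RNASeq (adjusted p = 1.1e-05 and 0.00954 in edgeR). In U251 RIPSeq it was -1.70 (adjusted p = 0.181 in edgeR, past the threshold in DESeq2), and -0.78 without control replicate 2.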

RYK is a member of the family of growth factor receptor protein tyrosine kinases required for Wnt pathway activation in partnership with MIB1 [59]. 

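SEMA4D, on chromosome 9 from 91165526 to 91284431, had 36.2 ± 1.51 CPM (SD, n = 2) in the U251 RIPSeq controls and 14.9 ± 0.152 CPM with miR-137, and met the rule there. The log2 fold change of -1.37 did not pass in edgeR (standard error 0.24, adjusted p = 0.0883) but did in DESeq2. In U251 RNASeq it was positive, 0.46 (adjusted p = 0.0535 in edgeR), and passed the threshold with upper-quartile normalization or a filter of at least 50 reads on average. In U343 the values were -0.61 in RIPSeq and -0.60 in RNASeq (adjusted p = 0.00202 and 0.100 in edgeR). NRAS, on chromosome 1 from 115048601 to 115061038, fell in U251 RNASeq from 678 ± 18.4 to 252 ± 0.475 CPM, a log2 fold change of -1.37 (standard error 0.14, adjusted p = 2.1e-06 in edgeR), and met the rule there alone. The other experiments gave 0.15 in U251 RIPSeq, -0.11 in U343 RIPSeq and 0.47 in U343 RNASeq (adjusted p = 0.912, 0.285 and 0.0862 in edgeR). DESeq2 called the rise in U343 RNASeq, and in U251 RIPSeq the value ranged from -0.48 without control replicate 1 to 1.37 without control replicate 2.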

SEMA4D belongs to class IV semaphorin, it is highly expressed in embryonic nervous system and involved in a variety of processes that include tumor angiogenesis, invasiveness and regulation of tumor-associated macrophages [60]; NRAS is an oncogene encoding a membrane protein (GTPase) that shuttles between the Golgi apparatus and the plasma membrane [61]. 

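SRC, on chromosome 20 from 35406502 to 35467235, had 11.0 ± 1.69 CPM (SD, n = 2) in the U343 RNASeq controls and 4.86 ± 0.824 CPM with miR-137, a log2 fold change of -1.16 (standard error 0.20, adjusted p = 0.0277 in edgeR). In U251 RIPSeq the value was -1.67 (adjusted p = 0.143 in edgeR, past the threshold in DESeq2), and -1.11 without control replicate 1. In U251 RNASeq it was -0.10 and in U343 RIPSeq -0.32 (adjusted p = 0.660 and 0.0803 in edgeR). The rule called SRC in none of the 4 experiments.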

SRC and the Src family of proteins have been extensively characterized to have important roles in the proliferative and invasive abilities in many cancers including glioblastoma [62]. Src seems to be activated when epidermal growth factor signaling is elicited, resulting in enhanced tumor progression and invasion [63]. More recently, studies of Src have focused on the development of targeted therapy for cancer treatment. Dasatinib has been tried as a possible therapy against Src in glioblastoma [64]. The use of dasatinib in experimental murine xenograft and orthotopic models results in inhibition of bevacizumab-induced glioma cell invasion [65]. AQP4 (aquaporin-4) belongs to the aquaporin family of water-channel proteins. 

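AQP4, on chromosome 18 from 22686005 to 22699714, overlaps C18orf16 by 445 bases, so its counts are uncertain. In U343 RIPSeq it fell from 19.0 ± 1.21 CPM (SD, n = 2) in the controls to 8.21 ± 1.29 CPM with miR-137, a log2 fold change of -1.22 (standard error 0.13, adjusted p = 0.000174 in edgeR), and it met the rule. In U343 RNASeq the levels were 22.4 ± 9.37 and 18.3 ± 7.03 CPM, and the change of -0.27 (adjusted p = 0.666 in edgeR) was within the spread between replicates. In U251 RNASeq it had 0 reads in both controls and 2 in each miR-137 library and was not tested.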

Aquaporin-4 have normal roles in brain tissue, regulating the brain water homeostasis, acting on the blood-brain barrier and brain-cerebrospinal fluid [66]. In gliomas, aquaporin-4 is upregulated [67], and this upregulation is thought to result in increased migration/invasion as well as contributing to tissue edema [68], [69].

Transport is a biological process enriched among miR-137 affected genes in glioblastoma cells; in this category, we identified several members of the solute carrier family (SLC) (SLC16A9, SLC1A2, SLC1A5, SLC25A5 SLC35A4, SLC43A2, SLC45A3, SLC6A8, SLC4A7, SLC7A2) which codes for membrane transport proteins. They are responsible for the cellular uptake of a broad range of endogenous compounds and associated with drug-resistance in cancer [70]. 

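Of the 10 genes SLC16A9, SLC1A2, SLC1A5, SLC25A5, SLC35A4, SLC43A2, SLC45A3, SLC6A8, SLC4A7 and SLC7A2, all had a negative log2 fold change in each of the 4 experiments and under each scaling, while SLC4A7 was at 0.45 without U251 RIPSeq control replicate 2 and SLC1A2 at 0.08 without U343 RIPSeq miR-137 replicate 1. At an adjusted p under 0.05 in edgeR, 4 were lower in U251 RIPSeq, 10 in U251 RNASeq, 9 in U343 RIPSeq and 8 in U343 RNASeq, and adjusted over the list alone 9, 10, 9 and 9. The genes were picked by the study on these samples. The rule called 9, 5, 7 and 7 of them. In U251 RIPSeq, SLC1A5, on chromosome 19 from 51969982 to 51983682, fell from 508 ± 26.6 CPM (SD, n = 2) to 76.9 ± 0.820 CPM, a log2 fold change of -2.82 (standard error 0.24, adjusted p = 0.0270 in edgeR). SLC25A5, on chromosome X from 118486391 to 118489385, overlaps LOC100303728 by 721 bases and has 9 annotated pseudogenes; it fell there from 231 ± 8.25 to 53.5 ± 0.116 CPM, a log2 fold change of -2.19 (standard error 0.23, adjusted p = 0.0392 in edgeR). SLC16A9, on chromosome 10 from 61080529 to 61139655, fell in U251 RNASeq from 86.8 ± 3.90 to 7.81 ± 0.165 CPM, a log2 fold change of -3.42 (standard error 0.15, adjusted p = 9.1e-10 in edgeR).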

SLCs have been implicated in neurological disorders, including schizophrenia. Interestingly, single nucleotide polymorphism in the miR-137 gene is highly associated with schizophrenia [71].

The association between Musashi1 (Msi1) and miR-137 is particularly interesting. We identified Msi1 as a target of miR-137 in a previous work [9] and in this current study. 

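MSI1, on chromosome 12 from 119263516 to 119291341, fell in U251 RIPSeq from 15.4 ± 1.56 CPM (SD, n = 2) to 2.77 ± 0.923 CPM with miR-137 and met the rule there alone. The log2 fold change of -2.57 was past the threshold in DESeq2 but not in edgeR (standard error 0.37, adjusted p = 0.0644), and it stayed between -2.90 and -2.22 with each library left out in turn. In U251 RNASeq the levels were 5.32 ± 0.367 and 2.85 ± 1.16 CPM, with 23 and 42 reads in the miR-137 libraries. The change of -0.84 passed in edgeR (standard error 0.27, adjusted p = 0.0172) and not in DESeq2, and it was -0.48 without miR-137 replicate 1 and -1.33 without miR-137 replicate 2. In U343 the log2 fold change was 0.02 in RIPSeq (adjusted p = 0.888 in edgeR), from -0.12 to 0.16 with each library left out, and 0.66 in RNASeq, a rise (adjusted p = 0.0300 in edgeR).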

The regulation of Msi1 by miR-137 is highly conserved as the target site is not only present in multiple vertebrates but also in the *Drosophila* orthologues Musashi and RBP6. Msi1 and miR-137 have apparently antagonistic roles and opposite expression patterns in neurogenesis and brain tumor formation. Msi1 is a stem cell related RNA binding protein implicated in stem cell self-renewal and development of both medulloblastoma and glioblastoma. A decrease in Msi1 expression is required for neuronal differentiation while its high expression is frequently associated with tumors (reviewed in [72]). Recent CLIP analysis done in our lab to identify Msi1 targets in U251 cells demonstrated that the association between these two regulators goes beyond the direct regulation of Msi1 by miR-137. Msi1 and miR-137 share 83 targets (p<1.87×10^−10^; Fisher's exact test) and might regulate their expression in opposite directions. Moreover, when assembled together, Msi1 and miR-137 identified targets produced a complex gene network. Therefore, we suggest these two regulators function as opposite nodes of a post-transcriptional network implicated in gliomagenesis and neurogenesis (Vo DT et al., *submitted*).

It is well established that a given mRNA can be targeted by multiple miRNAs [73]. These associations occur genome-wide and can lead to the formation of complex biological networks. The prediction of miRNA-miRNA synergistic networks based on common targets of corresponding miRNA pairs, enriched in the same gene ontology category and close proximity in protein interaction network showed that an extensive cross-talk takes place among different miRNA species. Interestingly, miRNAs associated with the same disease are close to each other in projected networks [74]. Our data is in agreement with this idea and suggests that miR-137 potentially shares the same group of mRNA targets with miR-7, -124 and -128 to drive cells towards neurogenesis and while absent, these miRNAs can produce a strong oncogenic response that could contribute to gliomagenesis.

Much of the great interest in miRNAs is related to their potential use in cancer therapy. The broad impact on gliomagenesis revealed by our study suggests that miR-137 mimics could become a viable alternative to treat brain tumor patients. As stated earlier, miR-137 expression is lost, putatively during gliomagenesis suggesting that it acts as a tumor suppressor, acting by repressing the expression of oncogenes such as those identified in this paper. Replenishment of miR-137 provides an opportunity to broadly repress these oncogenes and cancer-relevant genes. Use of mimics and antagomiRs as part of cancer therapeutic treatment has been discussed intensively and several investigators are already exploring approaches for *in vivo* delivery and running assays in murine systems [75]–[77]. However, successful strategies tested in other tumors might fail in glioblastoma due to the brain blood barrier, necessitating the exploration of alternative delivery methods such as nanoparticles and other carriers.

## Supporting Information

Methods S1 (DOC) Click here for additional data file.

Figure S1 **A RIPSeq-based approach to identify miRNA target genes.** **A**) The idea behind this approach is that PABP has major roles in miRNA function, first it helps RISC to identify its target site and second, PABP is later displaced by miRISC, allowing recruitment of deadenylase complexes and subsequent deadenylation of target mRNA [24]. **B**) Summary of experimental approach to identify miRNA targets using PABP as a reporter. Transfected miR-137 mimics will disrupt the interaction between PABP and its target mRNAs, decreasing the levels of immuno-precipitated mRNAs; the read-out would be a reduction in the number of sequence reads for the affected mRNAs.
(EPS) Click here for additional data file.

Figure S2 **Target identification of miR-137 by RNASeq and RIPSeq produced markedly different target sets.** **A**) The log fold-change for those transcripts identified in the total-RNA sample (left two boxes) when examined in the IP samples (blue box) is on average below the established threshold (dashed line) with many showing little change, or a change in the opposite direction. The same comparison is shown in the right two boxes for those targets identified in the IP sample. **B**) Histograms showing the difference in average fold-change between IP and Total-RNA samples for those targets identified only in the total-RNA (left) and the IP (right). In both cases, close to half of the targets identified show more than 1× greater decrease in fold-change for the method where the target was identified over that where it was not – e.g. 1× difference in IP (i.e. no change) vs. 2× in Total RNA would be a 1× difference.
(EPS) Click here for additional data file.

Figure S3 **Validation of targets identified by RNASeq and RIPSeq by quantitative reverse transcription and polymerase chain reaction (qRT-PCR).** U251 and U343 cells were transfected with either miR-137 or control mimics. qRT-PCR analyses show the impact on mRNA levels of a set of genes affected by miR-137 transfection according to RNASeq or RIPSeq analyses. Data was analyzed with Student's *t*-test and is presented as the mean ± standard deviation. * indicates p≤0.05 and ** indicates p≤0.01.
(EPS) Click here for additional data file.

Figure S4 **Validation of RNASeq and RIPSeq results by luciferase.** Luciferase assay with 3′ UTR constructs of miR-137 identified targets co-transfected with miR-137 or control mimics. Both original 3′ UTRs and 3′UTRs containing deletions of predicted seed sequences (Δ) were analyzed. Experiment was performed in triplicate. Data was analyzed using the Student's t-test and shown as mean ± standard deviation. * denotes P≤0.05 and ** denotes P≤0.01.
(EPS) Click here for additional data file.

Figure S5 **Characteristics of the miR-137 binding motif.** **A**) Shown is the average probability of intra-mRNA base pairing for a set of mir-137 binding sites as a function of nucleotide position on the mRNA. Position -1 corresponds to the 5′ end of a predicted microRNA binding site on an mRNA and position 1 of the microRNA guide strand. Note that the precise extent of the microRNA binding site might vary between binding sites. **B**) The fraction of times that a particular nucleotide on mir-137 is participating in miRNA-mRNA binding is estimated for a set of binding sites using the RNAduplex program. Position 1 corresponds to the 5′ end of the guide strand (and the 3′ end of the microRNA binding site on the mRNA).
(EPS) Click here for additional data file.

Figure S6 **miR-137 and Akt pathway activation.** Western analysis of U251 cells transfected with control and miR-137 mimics shows that miR-137 inhibits Akt pathway activation as reflected by a reduction in Akt and pAkt. ß-actin was included as an endogenous loading control.
(EPS) Click here for additional data file.

Table S1 **Complete list of genes affected by miR-137 mimics transfection.** Table lists genes identified in both approaches (RIPSeq and RNASeq), the presence of a miR-137 sites according to TargetScan, MiRanda and Pictar and if the gene was previously characterized as a target in other study.
(XLSX) Click here for additional data file.

Table S2 **Gene ontology of identified miR-137 targets.**
(XLSX) Click here for additional data file.

Table S3 **Overlap between miR137 identified targets and predicted targets for miR-124, -128 and -7 according to TargetScan, MiRanda and Pictar.**
(XLSX) Click here for additional data file.

# Supplementary material for: Genomic Analyses Reveal Broad Impact of miR-137 on Genes Associated with Malignant Transformation and Neuronal Differentiation in Glioblastoma Cells
**Source:** PLoS One. 2014 Jan 22;9(1):e85591. doi: 10.1371/journal.pone.0085591
**Supplement:** Methods S1

**Supplementary Methods**

**Building the miR-137 binding motif**

Binding site characterization was based on a set of binding sites predicted by the PITA program applied to a set of 3’UTR regions of 1090 distinct human mRNA sequences that were identified experimentally as mir-137 targets [1]. The predicted free energy of binding was required to be (according to PITA predictions) less than or equal to -5kcal/mol (318 predicted sites on 267 distinct mRNAs) and -10kcal/mol (23 predicted sites on 23 distinct mRNAs) [2]. These data sets are referred to as the -5kcal/mol binding site data set and the -10kcal/mol binding site data set respectively. The average amount of intra-mRNA base pairing was estimated by running the RNAfold program using its options for exporting a probability matrix [2]. For each nucleotide position of a predicted binding site, the probability, that a certain nucleotide of the mRNA is participating in base pairing, is averaged over the set of all considered predicted binding sites [2]. The fraction of times that a particular nucleotide on the mir-137 is participating in miRNA-mRNA binding is estimated using the RNAduplex program applied to regions that were predicted to be microRNA binding sites according to the PITA program (sites with predicted free energy of binding less than -10kcal/mol) [1,2].

**References**

1. 1. Kertesz M, Iovino N, Unnerstall U, Gaul U, Segal E (2007) The role of site accessibility in microRNA target recognition. Nat Genet 39: 1278-1284.
2. 2. Lorenz R, Bernhart SH, Honer Zu Siederdissen C, Tafer H, Flamm C, et al. (2011) ViennaRNA Package 2.0. Algorithms Mol Biol 6: 26.

How the deposited data were processed for this re-analysis (not part of the article)

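The measurements are numbers of sequencing reads on genes in 16 libraries of U251 and U343 glioblastoma cells, collected 48 hours after transfection with a miR-137 mimic or a control mimic at 25 nM. Each of the 4 experiments, RIPSeq and RNASeq in either cell line, has 2 control and 2 miR-137 libraries, grouped by the cell line, assay and transfection in their labels. The methods mention an additional replicate of the U251 experiments, but they also count 4 pairs of control and transfection. The labels give 2 control and 2 miR-137 libraries per experiment in both cell lines, and all of them were analysed. What the additional replicate refers to could not be told. The authors aligned the reads to hg18 with RMAP and counted them on 1 super-transcript per RefSeq gene, and the deposited unit is the count, with no normalization. All values were checked to be whole numbers whose totals differ between libraries. How reads that map to several places were counted is not named in the paper's text. The U251 tables list SLC35E2 on 2 lines with different counts, of which the first was kept, leaving 20314 genes; the U343 tables hold 20626. The strand column of the U251 tables gives the same strand for every gene and was not used.

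Depth ranged from 22359794 to 30731476 counted reads per library in U251 RIPSeq and from 10156675 to 18224061 in U251 RNASeq. In U343 the range was 37736206 to 45055184 in RIPSeq and 37952273 to 45134766 in RNASeq. For genes with few control reads, the miR-137 to control ratio used summed counts and TMM-scaled library totals, with an exact (Clopper-Pearson) 95% interval. For genes with 0 control reads, it was taken against a floor of 3 counts.

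The study's rule was applied to the genes of the deposited tables (20314 in U251 and 20626 in U343, where the methods count 21698), with a Fisher's exact test for each of the 4 pairs of a control and a miR-137 library, Benjamini-Hochberg adjustment over all genes of the table, an odds ratio over 2 and an adjusted p under 0.001 in all 4 pairs. The paper's text does not name the side of the test, and the two-sided test was used. A mirrored rule counted genes that rose. The rule was also run with an odds ratio over 1.5, an adjusted p under 0.05, at least 3 of the 4 pairs, library totals scaled by TMM factors, at least 10 reads in both control libraries (for rises, in both miR-137 libraries), a one-sided test, and without each library in turn. Only the last of these was chosen after seeing the data. Fold decreases for the comparison of approaches were means over the 4 pairs with 0.5 reads added, and were also taken from group sums, with 1 read added, and for the genes marked in Table S1.

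Replicate-based comparisons used edgeR (quasi-likelihood F test, TMM normalization, filterByExpr) within each experiment, with Benjamini-Hochberg adjustment and a threshold of 0.05. The other settings were DESeq2 with its size factors, upper-quartile normalization, no filter beyond 1 read in any library, a filter of at least 50 reads on average, a replicate block, a joint fit of the 8 libraries of a cell line, and each library left out in turn. With 2 libraries per group, leaving out 1 gives values without a test. Interactions of transfection with assay (within a cell line) or with cell line (within an assay) were fitted in edgeR with the same filter and threshold. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. For the comparison of depth between cell lines, the U343 reads were thinned at random to the median depth of the U251 libraries of the same assay.

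The genes given with values were fixed before the data were examined, as were the lists and all alternatives except the leave-one-out fits of the rule. They are the Table 1 genes, MIB1 and NEFL, the other genes that the text or a legend names, and in each experiment the 3 genes with the largest fall and the 3 with the largest rise in edgeR. The last had to pass the threshold, with at least 50 reads on average in the group where they were higher and the same direction in all 4 pairs. Of the genes the paper names, NEFL, LRRC4, the targets known from earlier work and some others enter the counts and are not given singly. The interferon, proliferation and neuronal lists held 12 genes each, and a further list held replication-dependent histone genes. Olfactory receptor genes, which glioma cells are taken not to express, served as a measure of background reads. Overlaps between genes were taken from the deposited hg18 coordinates, and pseudogenes were counted by symbol in the annotation of GRCh38.p14, from which no coordinates were used.

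The procedures were tested on simulated counts with the depth of each experiment, in which 200 genes had a 4-fold change. Each gene had 1 spread, estimated from the experiment and shared by its control and miR-137 libraries. The real spread was uneven in U251 RIPSeq, with a mean chi-square per gene of 216 between the controls and 2.46 between the miR-137 libraries. In U343 RNASeq the values were 16.7 and 175. Rates for these experiments, and for interactions that use them, may not hold for the real libraries. In edgeR, 21.0% of them were recovered in U251 RIPSeq, with 3 false calls of 45, 100% in U251 RNASeq with 17 of 217, 100% in U343 RIPSeq with 5 of 205, and 94.5% in U343 RNASeq with 24 of 213. DESeq2 recovered 78.0% in U251 RIPSeq with 22.4% false calls, and 97.0% in U343 RNASeq with 22.1%. The edgeR test of the interaction with assay recovered 9.5% in U251 and 88.5% in U343, and that of the interaction with cell line recovered 1.5% in RIPSeq and 81.0% in RNASeq. By the rule, 76 of 100 genes lowered 4-fold were called in U251 RIPSeq with 39 false calls, 98 in U251 RNASeq and 98 in U343 RIPSeq with 0, and 93 in U343 RNASeq with 11.

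Not run were the tests of miR-137 seed sites in 3' UTRs, since no genome sequence was at hand, the hypergeometric test of predicted sites, since Table S1 lists no unaffected genes, the gene ontology and network analyses, and the comparison with other miRNAs in Table S3, of which only a part was at hand. The software was R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.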

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

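Chosen only after their results were seen were the tests of whether the scaling of library totals accounts for the excess of rises (the TMM-scaled totals themselves were planned), of background reads at genes under 10 CPM in U251 RNASeq, and of whether the fall of miR-137 targets is enough to raise interferon genes; the boundary of 10 CPM was set after the olfactory receptor values were seen.

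The response to miR-137 differed between the cell lines. In the edgeR test of the interaction, 524 of 15959 genes in RIPSeq and 3922 of 15550 in RNASeq passed an adjusted p under 0.05, with 3353 and 5996 genes at an unadjusted p under 0.05. In RIPSeq the change was lower in U251 for 329 genes and lower in U343 for 195, and in RNASeq for 1945 and 1977. Of the genes that passed and were also called in each cell line, 358 of 714 in RNASeq and 3 of 43 in RIPSeq had opposite directions. The greater depth of the U343 libraries does not account for these numbers, since 496 genes passed in RIPSeq and 3683 in RNASeq after the U343 reads were thinned, of which 472 and 3492 had passed before. Expression in 1 cell line alone does not account for the RNASeq genes either, as 89.7% of them (3517) had at least 1 CPM in the controls of both. The U251 and U343 libraries were made with different kits, so an effect of library preparation and a difference between the cell lines cannot be told apart. In RIPSeq the spread of the U251 controls limits the test, which recovered 1.5% of simulated 4-fold differences and gave 2 false calls among 5. The simulation gave control and miR-137 libraries the same spread, which the U251 RIPSeq libraries do not have. A difference between the cell lines themselves stays open as untested.

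The same test was applied to the genes picked by the rule fixed in advance, of which 14 of 57 passed in RIPSeq and 28 of 56 in RNASeq. Some of them were taken only as the largest changes of an experiment on these libraries, which favours a difference from the other cell line, and of these 9 of 19 and 8 of 18 passed, against 5 of 38 and 20 of 38 of the genes that the paper names. The difference, as log2 fold change in U343 minus that in U251, was positive for 10 and negative for 4 in RIPSeq, and for 19 and 9 in RNASeq. In RIPSeq it was 1.69 for AKT2, 2.49 for EDN1, 2.65 for MSI1, 2.06 for MX2 and 1.46 for TCF3, and -2.10 for OAS1 and -3.03 for SERPINA3. It was also 5.11 for CELF3, 6.48 for FOXJ1, 3.11 for PGM5 and 2.81 for SFRP4, and -3.46 for MITF and -4.92 for XAF1, but CELF3 had at most 19 and FOXJ1 at most 25 reads in a U251 library and PGM5 at most 28 in a U343 library. In RNASeq it was over 5 for KIT (5.37), PGM5 (5.85) and SFRP4 (6.14), but KIT had at most 8 reads in a U343 library and PGM5 at most 30. It was 2.70 for CD24, 2.79 for EDN1, 3.67 for CELF3 (at most 21 reads in a U251 library), 2.18 for CXCL14, 1.84 for NRAS, 1.5 for MSI1 and 1.23 for SLC16A9. Smaller positive differences were those of MIB1 (1.15), TGFB2 (1.03), DCLK1 (1.01), CDC42 (0.95), CDK6 (0.75) and TCF3 (0.55). For SERPINA3 it was 1.90, opposite in sign to RIPSeq, with log2 fold changes of -4.43 in U251 and -2.54 in U343. Negative ones were found for XAF1 (-7.78), MITF (-2.24), CD83 (-2.02), SEMA4D (-1.07), SRC (-1.07) and SLC25A5 (-0.89). Opposite directions with a call in each cell line occurred in RNASeq for CD24, EDN1, MSI1 and SFRP4, and in RIPSeq for 0 of the 14 genes that passed. XAF1 is an interferon-stimulated gene, and its U343 RNASeq value depends on which miR-137 library is used, while in RIPSeq it rose by 9.25 in U251 and 4.29 in U343 on the log2 scale. Reads shared with pseudogenes leave the values of CD24, CDC42, PGM5 and SLC25A5 uncertain. For these genes, too, the kits and the cell lines cannot be told apart.

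The paper reports genes that fell, and the mirrored rule found 704 genes that rose in U251 RIPSeq, 1248 in U251 RNASeq, 997 in U343 RIPSeq and 311 in U343 RNASeq. With TMM-scaled totals, 717 genes rose and 879 fell in U251 RNASeq, so the excess of rises there depends on the scaling. TMM centres the log ratios between libraries, which tends to even out rises and falls by construction. The TMM counts therefore cannot tell whether composition caused the excess. With upper-quartile normalization, edgeR called 4588 genes higher and 3001 lower. Olfactory receptor genes took a share of reads 2.68 times as large in the U251 RNASeq miR-137 library with less of them as in the control with more. Of the genes that rose, 44% (549) had at least 10 CPM in both controls. Of the others, 97.6% (682 of 699) rose by more CPM than any olfactory receptor gene. The first value argues against background reads for the genes it covers. The second cannot decide for the others, because the rule itself picked genes with large rises and transcript length was not taken into account. In U343 RIPSeq the scaling does not explain the excess, with 994 genes higher and 714 lower after TMM scaling. The counts in U251 RIPSeq depend on the controls, and without control replicate 2 and without control replicate 1 they were 2299 and 1359. For U251 RNASeq the count was 1940 without control replicate 1, and in U343 RNASeq it was 914 without miR-137 replicate 1, 635 without miR-137 replicate 2 and 475 without control replicate 1. Whether the rises are direct or indirect effects of miR-137 was not tested.

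Interferon-stimulated genes, which the paper does not report on, rose after miR-137 transfection. In U251 RNASeq the 12 genes of the list had a median log2 fold change of 6.20, all 12 were higher in edgeR (12 adjusted over the list alone), and each was higher in both miR-137 libraries than in both controls. The set test gave p = 1.65e-90 in camera with the preset correlation, p = 0.00217 with an estimated correlation and p = 1.92e-05 in fry. The rise does not belong to the RNASeq libraries alone, since the lowest median of a U251 RIPSeq miR-137 library against a control was 6.60. In U343 RNASeq the median was 5.59, but it rests on miR-137 replicate 2, without which it was 0.22. Against the controls, replicate 1 had medians of 0.12 and 0.19 and replicate 2 medians of 6.64 and 6.46. In edgeR, 0 genes passed over all genes or adjusted over the list alone, and 6 had an unadjusted p under 0.05. The set test passed in camera with the preset correlation (p = 0.0356) and neither with an estimated correlation (p = 0.588) nor in fry (p = 0.464). The rise in U343 does not belong to 1 RNASeq library alone, as the median in the RIPSeq miR-137 libraries reached 7.04 against the control that gave less. MX1, named after its values were seen, did not rise in U343 RNASeq, with 9.60 CPM in the controls and 7.27 CPM with miR-137, and rose little in RIPSeq, with 7.40 and 8.91 CPM. The fold changes compare the miR-137 mimic with the control mimic, so they describe the rise and name no cause of it. Whether the fall of miR-137 targets is enough to raise these genes stays open. In U343 RNASeq replicate 1, where the targets fell, the larger of the medians was 0.19, and that is a single library. Only 1 control mimic was used, so an effect of the mimic as a double-stranded RNA and an effect of its sequence were not separated.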

How the results depend on the processing

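The fits of the rule without each library were chosen after seeing the data. Of 167 values of the main results under the other planned settings (the replicate block apart), 130 stayed within the limits set for a change, 36 moved and 1 became stronger, and 0 reversed. A count was taken as moved when it changed by over 1.5 times, and no count could be scored as reversed. The balance of rises and falls in U251 RNASeq did change sides, from 73.6% rises to 44.9% with TMM-scaled totals. The settings that moved none of the main results were, for the rule, an adjusted p under 0.05, at least 10 reads in both libraries and a one-sided test.

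With an odds ratio over 1.5, the rule called 745 genes lower and 1370 higher in U251 RIPSeq, 1024 and 2372 in U251 RNASeq, 1677 and 1760 in U343 RIPSeq, and 1321 and 732 in U343 RNASeq. The calls by both approaches became 292 in U251 and 934 in U343, those by either 1477 and 2064, and those shared by the cell lines 664. A lower threshold calls more genes by construction. With library totals scaled by TMM factors, U251 RNASeq gave 879 genes lower and 717 higher, so that 44.9% of the calls were rises against 73.6% with the totals as they are, and either approach gave 1076 in U251. With at least 3 of 4 pairs, 477 genes were higher in U343 RNASeq.

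In DESeq2, 534 genes were lower and 589 higher in U251 RIPSeq, a share of 52.4% rises against 78.2% in edgeR, and 1963 were higher in U343 RNASeq. The interaction with assay gave 717 genes in U251 and 399 in U343, and that with cell line 1860 in RIPSeq. On simulated counts with the same spread in both groups, DESeq2 gave 22.4% false calls in U251 RIPSeq and 22.1% in U343 RNASeq. For the interaction with assay it gave 24.1% in U251 and 18.2% in U343, and for that with cell line 34.3% in RIPSeq. These interaction tests recovered 72.5%, 96.5% and 67.0% of the simulated differences, in that order. With upper-quartile normalization the assay interaction gave 9 genes in U251, and the share of rises in U251 RNASeq was 60.5% (3001 lower and 4588 higher) against 49.8%. With no filter beyond 1 read, U251 RIPSeq gave 5 lower and 54 higher, a share of 91.5%, and the assay interaction gave 32 genes in U251 and 2 in U343. With at least 50 reads on average, that interaction gave 0 genes in U343, with 2535 at an unadjusted p under 0.05. In the joint fit of the 8 libraries, U251 RIPSeq gave 1213 lower and 1142 higher (48.5% rises), U251 RNASeq 1336 and 1615, and U343 RNASeq 2768 and 2265. With at least 2 predicting tools, the predicted share in U251 was 8.9 points larger for RIPSeq alone than for RNASeq alone, which passed 0.05 unadjusted. For the genes marked in Table S1, the share of single-approach genes in U343 with a larger decrease was 26.4%. Apart from the odds ratio, the cause was not tested.

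Samples share no more than a replicate number, so a replicate block is a setting and not a pairing. With the block, U251 RIPSeq gave 273 genes lower and 529 higher (66.0% rises). The assay interaction gave 0 genes in U251 and 0 in U343, with 2655 and 2615 at an unadjusted p under 0.05, and the cell line interaction gave 140 in RIPSeq. Of the 24 main results run with the block, 19 stayed within the limits and 5 moved, and of 101 gene values 94 stayed, 1 became weaker and 6 stronger. Across genes, which are not independent replicates, the log2 ratio of replicate 1 to replicate 2 in the controls had a Pearson correlation with that in the miR-137 libraries of -0.148 in U251 RIPSeq, 0.1 in U251 RNASeq, 0.442 in U343 RIPSeq and 0.073 in U343 RNASeq. Between RIPSeq and RNASeq it was 0.198 in the controls and 0.25 in the miR-137 libraries of U251, and -0.241 and -0.063 in U343. The cause was not tested.

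Across the 4 fits that each left out one replicate, the rule called from 344 to 1372 genes lower and from 750 to 2299 higher in U251 RIPSeq, and from 497 to 574 lower and from 1372 to 1940 higher in U251 RNASeq. The ranges were 790 to 1015 lower and 1097 to 1289 higher in U343 RIPSeq, and 689 to 851 lower and 394 to 914 higher in U343 RNASeq. Leaving out a library leaves 2 pairs to pass in place of 4, so these counts can only rise. Over 8 such fits the calls by both approaches ran from 108 to 229 in U251 and from 379 to 488 in U343, and those by either from 684 to 1696 and from 979 to 1128, and over 16 fits those shared by the cell lines from 225 to 307. The medians of genes listed for the other cell line ran from -0.73 to -0.06 in U251 RIPSeq, from -0.52 to -0.49 in U251 RNASeq, from -0.49 to -0.44 in U343 RIPSeq and from -0.28 to -0.12 in U343 RNASeq. The value of -0.06 is without control replicate 2, and that of -0.28 without miR-137 replicate 1. The interferon list ran from 6.13 to 6.21 in U251 and from 0.22 to 6.57 in U343, the proliferation list from -0.39 to -0.28 and from -1.45 to -1.25, the neuronal list from 0.08 to 0.50 and from 0.73 to 1.03, and the histone list from -5.46 to -4.87 and from -4.12 to -3.74. Beyond the number of pairs, the cause was not tested.

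Among the 101 log2 fold changes of single genes, 301 values under the other settings gave 284 with the same call, 2 weaker, 13 stronger and 2 moved. Leaving out a replicate gave 404 values, of which 363 stayed within the limits and 41 moved; 0 called values changed sign. The planned results on seed sites, namely the median shift of genes with a miR-137 8mer site and the odds ratio of a 7mer or 8mer site in targets, were not run, nor were their alternatives (the other class of site, a background of 50 reads, and genes lower in edgeR as targets). The spread between the 2 control libraries, more than depth, limits U251 RIPSeq. On counts simulated with the same spread in both groups, edgeR recovered 21.0% of 4-fold changes there.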

Differences from the paper's values

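For the depth of sequencing, the paper's value is a U343 dataset greater by approximately 20%, while the median number of counted reads per U343 library was 103.1% greater than that of U251. The only alternative set before the data were examined, the sum of the reads, gave 107.1% and did not close the gap. The counted reads are those on genes, and the paper's text does not name the reads its value refers to.

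The paper states that, of the genes identified by 1 approach, those with a fold decrease larger by over 1 in that approach came close to an even share. Over the whole list the share was 69.1% in U251 (380 of 550), 35.0% in U343 (191 of 545) and 52.1% in both cell lines together (571 of 1095). In U251, to which the statement refers, the alternatives gave 66.9% with group sums, 69.3% with 1 read added and 68.3% for the genes marked in Table S1.

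Table S1 marks 826 genes for U343 RNASeq, of which 579 were called and 247 were not, among them DCLK1 and SRC. With an odds ratio over 1.5 the rule called 738 of the 826, including DCLK1 and SRC, with 1321 genes called in all. With at least 3 of 4 pairs it called 666 of them, including SRC. Without control replicate 2 it called 625 of them, including SRC, and without miR-137 replicate 1 it called all 826, including DCLK1 and SRC. With an adjusted p under 0.05 it called 582 of them and without control replicate 1 620, in both cases without DCLK1 and SRC. Of the 298 genes marked for U251 RIPSeq, 294 are in the tables analysed under the names Table S1 gives, and all 294 were called. With TMM-scaled totals 237 of them were called, and with a one-sided test 292. In U343, TMM-scaled totals gave 637 of the 667 genes marked for RIPSeq and 562 of the 826 marked for RNASeq. Of the 444 marked for U251 RNASeq, 442 are in the tables, of which 439 were called, and all 442 were with an odds ratio over 1.5, with at least 3 of 4 pairs, with TMM-scaled totals or without control replicate 1; without miR-137 replicate 1 and without miR-137 replicate 2 the numbers were 440 and 441. The fits without a replicate were chosen after seeing the values. In the other direction, AKT2 and TGFB2 were called in U343 RIPSeq and SLC35A4 in U343 RNASeq, where Table S1 does not mark them.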

Other observations

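Some tests were chosen only after their results were seen. For the U251 RIPSeq controls these were background reads under 10 CPM in replicate 1, differences at 10 CPM or more, and long genes. For the U343 RNASeq miR-137 libraries they were an interferon response in 1 library and background reads under 10 CPM in replicate 1. The test of those libraries at 10 CPM or more and the choice of genes against 1 control were added after values had been seen.

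The 2 control libraries of U251 RIPSeq differed at 2341 genes that were lower and 1820 that were higher in replicate 2. Olfactory receptor genes took a share of reads 4.6 times as large in replicate 1 as in replicate 2. Of the genes under 10 CPM in replicate 2 that were higher in replicate 1, 74.7% (1179 of 1579) were higher by more CPM than any olfactory receptor gene. This cannot decide on background reads, because these genes were picked for a large difference and transcript length was not taken into account. Background reads do not account for the whole difference, as 47.2% of the genes that differed (1964) had at least 10 CPM in both. Unbound total RNA in replicate 1 is argued against by a Spearman correlation of -0.49 across 9373 genes, where carry-over predicts a positive one. The list of replication-dependent histone genes goes the other way. Its median log2 ratio of RIPSeq to RNASeq controls was -4.87 without RIPSeq replicate 2 and -5.46 without RIPSeq replicate 1. Histone transcripts were thus depleted less in replicate 1, which carry-over would predict. An interferon response in 1 control is argued against by a median log2 ratio of -0.60 over the interferon list. Long genes may have been recovered less in replicate 1, since the ratio of replicate 1 to replicate 2 fell with genomic span. The Spearman correlation was -0.39 across the same 9373 genes, which are not independent replicates. Replicate 1 as a miR-137 library with the wrong label was tested with the 606 genes listed for U343 RIPSeq. Their median log2 ratio of replicate 1 to replicate 2 was -0.79, close to the -0.94 of the miR-137 libraries against replicate 2, and the miR-137 libraries were at -0.16 against replicate 1, so this test came out near what a wrong label predicts. Against it stand values looked at afterwards. The 120 genes listed in the other 3 experiments were at -0.92 in replicate 1 and at -1.84 in the miR-137 libraries against replicate 2, and they stayed -0.71 lower in the miR-137 libraries than in replicate 1. The median of all 12457 genes was itself -0.37 between the controls, and 0.35 and -0.06 for the miR-137 libraries against replicates 1 and 2. The interferon list was 7.01 higher in the miR-137 libraries than in replicate 1, though a U343 RNASeq miR-137 library without an interferon response shows that its absence alone excludes nothing. Of these explanations, background reads under 10 CPM, gene length and unbound total RNA stay open as parts of the difference. No biological explanation other than an interferon response was tested.

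The 2 miR-137 libraries of U343 RNASeq differed at 241 genes lower and 619 higher in replicate 2. A weaker effect of miR-137 in replicate 1 is argued against by genes listed for U343 RIPSeq, whose median log2 fold change was -1.21 in replicate 1 and -1.32 in replicate 2, a difference of 0.11, and the value of -1.21 also argues against a control library with the wrong label. Olfactory receptor genes took a share of reads 1.54 times as large in replicate 2 as in replicate 1. Among genes under 10 CPM in replicate 1, 379 were higher in replicate 2. Of these, 66.5% (252) were higher by more CPM than any olfactory receptor gene. This cannot decide on background reads as their source, because these genes were picked for a large difference and transcript length was not taken into account. At genes of at least 10 CPM in both libraries, which are 34.5% of those that differed (297), background reads do not account for the difference. An interferon response in replicate 2 alone is a candidate explanation for part of the difference, with a median log2 ratio of replicate 2 to replicate 1 of 6.44 over the list. Both U343 RIPSeq miR-137 libraries showed the response, with medians of 7.00 and 7.04 against control 1, so replicate 1 is the U343 miR-137 library that lacks it. The labels give both RNASeq replicates the same cell line and mimic, so the design names no biological explanation for their difference.

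The 247 genes that Table S1 marks for U343 RNASeq and that were not called by the rule fell with replicate 2 and not with replicate 1 by the rule. They had a predicted site less often, in 34.4% (85 of 247) against 46.1% (267 of 579) of the marked genes that were called (two-sided Fisher's exact test, p = 0.00209), which is what falls that come with the interferon response would predict. As the whole cause that reading was set aside only after it was seen that these genes fell in replicate 1 too, to a median log2 fold change of -0.83, against -1.23 in replicate 2, with 7 of the 247 positive in replicate 1. Since the genes were chosen against the same controls, genes were also chosen in this way against 1 control and measured in replicate 1 against the other, where the medians were -0.55 (397 genes) and -0.76 (260), against -0.01 and -0.02 over all expressed genes, so the shared controls do not account for the whole fall. The called genes had medians of -1.52 and -1.46. Whether the falls in replicate 1 came to just short of the threshold stays open, because -0.83 passed the limit of -0.8 set for it by little and the medians without shared controls did not, and the interferon response may account for a part of the falls in replicate 2.

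Genes that Table S1 lists for an approach in 1 cell line only were measured in the other by whether a miR-137 site is predicted. Genes listed for U251 RIPSeq had a median log2 fold change in U343 RIPSeq of -0.58 with a site (75 genes) and -0.26 without (89), a difference of -0.33. Those listed for U251 RNASeq had medians in U343 RNASeq of -0.51 (107) and 0.01 (176), a difference of -0.52. Those listed for U343 RIPSeq had medians in U251 RIPSeq of -0.83 (213) and -0.36 (313), a difference of -0.47, and those listed for U343 RNASeq had medians in U251 RNASeq of -0.77 (239) and -0.36 (390), a difference of -0.41. The lists leave out only genes marked for both cell lines by the same approach. In U343 RIPSeq, U343 RNASeq and U251 RNASeq, listed genes with a predicted site had the lower median. With each library left out, the smallest differences there were -0.26, -0.22 and -0.28. That in U251 RIPSeq stays open, since without control replicate 2 it was -0.09, with medians of -0.13 and -0.04. They are differences of medians without a test of their own, and other properties of genes with predicted sites, such as the length of the 3' UTR, were not examined.

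Replication-dependent histone transcripts, most of which carry no poly(A) tail, were lower in RIPSeq than in RNASeq controls, with a median log2 ratio of -5.12 over 55 genes in U251 and -3.95 over 57 genes in U343. All 55 and all 57 were called lower in edgeR. The set tests gave p = 6.97e-114 and 2.32e-158 in camera with the preset correlation, and both calls held with an estimated correlation (p = 0.0350 and 0.0341) and in fry (p = 0.00229 and 0.00648). This is consistent with recovery of RNA bound to PABP, although RIPSeq and RNASeq libraries also differ in how the RNA was obtained.

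The proliferation list had a median log2 fold change of -1.37 in U343 RNASeq, with 12 of 12 genes lower (12 adjusted over the list alone), under each scaling. Its set test gave p = 5.21e-12 in camera with the preset correlation and held with an estimated correlation (p = 0.0287) and in fry (p = 0.00113), which is consistent with lower proliferation transcripts after miR-137 transfection. Its median in U251 RNASeq was -0.36, with 6 genes lower (6 adjusted over the list alone). Of the 12 genes, 9 had a negative change there, and 7 did with upper-quartile normalization, where AURKB and MKI67, named after their values were seen, turned positive. The set test passed in fry (p = 0.00597) but not in camera with the preset (p = 0.0995) or an estimated correlation (p = 0.225), so the U251 result stays open. For the neuronal list, 5 of the 12 genes could be tested. The median was 0.34 in U251 RNASeq, with 1 gene lower and 1 higher, and 0.64 in U343 RNASeq, with 0 lower and 3 higher, and the counts adjusted over the list alone were the same. In U251 the set test passed in fry alone (p = 0.0418, against p = 0.252 and 0.363 in camera with the preset and an estimated correlation), and the median was 0.08 without miR-137 replicate 1 and 0.07 with a filter of at least 50 reads on average. In U343 it passed in camera with the preset correlation (p = 0.0190) and in fry (p = 0.00690) and not with an estimated correlation (p = 0.139). A rise of neuronal transcripts therefore stays open in both cell lines. Requiring all 3 set tests to pass was decided after the p-values were seen.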
